# Identification of eQTLs for Hepatic *Xbp1s* and *Socs3* Gene Expression in Mice Fed a High-Fat, High-Caloric Diet

**DOI:** 10.1534/g3.115.016626

**Published:** 2015-01-23

**Authors:** Sarina Pasricha, Jane Kenney-Hunt, Kristy Anderson, Nadereh Jafari, Rabea A. Hall, Frank Lammert, James Cheverud, Richard M. Green

**Keywords:** eQTLs, mice, fatty, liver

## Abstract

Nonalcoholic fatty liver disease (NAFLD) is a highly prevalent form of human hepatic disease and feeding mice a high-fat, high-caloric (HFHC) diet is a standard model of NAFLD. To better understand the genetic basis of NAFLD, we conducted an expression quantitative trait locus (eQTL) analysis of mice fed a HFHC diet. Two-hundred sixty-five (A/J × C57BL/6J) F_2_ male mice were fed a HFHC diet for 8 wk. eQTL analysis was utilized to identify genomic regions that regulate hepatic gene expression of *Xbp1s* and *Socs3*. We identified two overlapping loci for *Xbp1s* and *Socs3* on Chr 1 (164.0–185.4 Mb and 174.4–190.5 Mb, respectively) and Chr 11 (41.1–73.1 Mb and 44.0–68.6 Mb, respectively), and an additional locus for *Socs3* on Chr 12 (109.9–117.4 Mb). C57BL/6J-Chr 11^A/J^/ NaJ mice fed a HFHC diet manifested the A/J phenotype of increased *Xbp1s* and *Socs3* gene expression (*P* < 0.05), whereas C57BL/6J-Chr 1^A/J^/ NaJ mice retained the C57BL/6J phenotype. In addition, we replicated the eQTLs on Chr 1 and Chr 12 (LOD scores ≥3.5) using mice from the BXD murine reference panel challenged with CCl_4_ to induce chronic liver injury and fibrosis. We have identified overlapping eQTLs for *Xbp1* and *Socs3* on Chr 1 and Chr 11, and consomic mice confirmed that replacing the C57BL/6J Chr 11 with the A/J Chr 11 resulted in an A/J phenotype for *Xbp1* and *Socs3* gene expression. Identification of the genes for these eQTLs will lead to a better understanding of the genetic factors responsible for NAFLD and potentially other hepatic diseases.

Nonalcoholic fatty liver disease (NAFLD) is the most common cause of abnormal liver function tests and is one of the most frequent causes of chronic liver disease in the United States. NAFLD has a prevalence as high as 30% in the general population and 75% in obese patients (Lazo and Clark 2008; Reid 2001; Wanless and Lentz 1990; Browning and Horton 2004). NAFLD represents a spectrum of diseases, including simple steatosis, nonalcoholic steatohepatitis (NASH) with or without fibrosis, cirrhosis, and end-stage liver disease. NAFLD has been closely linked to the metabolic syndrome characterized by obesity, dyslipidemia, and insulin resistance (Ron and Walter 2007; Vanni *et al.* 2010; Speliotes *et al.* 2008; Speliotes *et al.* 2010). Liver-related and overall mortality rates are significantly higher in patients with NAFLD compared with the general population (Ong *et al.* 2008). In fact, it is estimated that NAFLD/cryptogenic cirrhosis will be the leading indication for liver transplantation within a decade. Despite the high prevalence of NAFLD, the pathogenesis and genetic mechanisms responsible for the susceptibility and progression of NAFLD remain poorly understood.

Several studies support the important role of genetics in the pathogenesis of nonalcoholic steatohepatitis (Willner *et al.* 2001; Angulo 2002; Silverman *et al.* 1989; Wagenknecht *et al.* 2009). NASH is a polygenic disease in which susceptible individuals can develop disease when exposed to environmental factors such as excess calorie intake, obesity, and insulin resistance (Speliotes *et al.* 2008; Willner *et al.* 2001; Angulo 2002). The unfolded protein response (UPR) is a protective cellular signaling response that is activated in response to endoplasmic reticulum (ER) stress, and the hepatic UPR is activated by insulin resistance, obesity, and fatty liver (Cnop *et al.* 2012; Eizirik *et al.* 2008; Ji and Kaplowitz 2006; Brenner *et al.* 2013). In fact, X-box binding protein-1 spliced (*Xbp1s*) is a key regulator of the UPR and dysregulation of hepatic *Xbp1s* has been shown to be important in the pathogenesis of human nonalcoholic fatty liver diseases (Puri *et al.* 2008). *Xbp1s* is the spliced form of *Xbp1* that occurs when the *Xbp1* transcript is spliced by Inositol Requiring Kinase 1-α (IRE1α) in response to ER stress. When this occurs, *Xbp1s* regulates the expression of its down-stream target genes (Ron and Walter 2007; Puri *et al.* 2008; Kaser *et al.* 2008; Tilg and Moschen 2010; Lee *et al.* 2008).

Suppressor of Cytokine Signaling 3 (*SOCS3*) is an inflammatory mediator that has also been previously identified to be important in glucose and lipid metabolism, and it has been implicated in the pathogenesis of experimental models of NAFLD (Wang *et al.* 2009; Ihle 1995; Handy *et al.* 2011; Brenner *et al.* 2013; Moschen *et al.* 2010; Clementi *et al.* 2009; Ogawa and Kasuga 2008; Ueki *et al.* 2005; Tilg 2010). In fact, when mice with a liver-specific deletion of *Socs3* are fed a high-fat diet, they develop increased liver fat and inflammation compared with control mice (Sachithanandan *et al.* 2010). Therefore, both human and murine studies demonstrate that hepatic *XBP1s* and *SOCS3* expression are important in the pathogenesis of fatty liver diseases.

Quantitative trait loci (QTL) analysis is a well-established genetic technique for mapping the chromosomal loci of complex traits in rodents, humans, multiple animals, and plants (Rapp 2000; Paterson *et al.* 1991; Fullerton *et al.* 2003). QTL analysis using experimental crosses of mice has been successfully applied to identify QTL in several polygenic diseases of the metabolic syndrome, including obesity, diabetes, and hypertension (Mu *et al.* 1999; Pomp 1997; Wang *et al.* 2012). The aim of this investigation is to utilize the high-fat, high-caloric (HFHC) dietary model of murine fatty liver disease and eQTL analysis in an F_2_ intercross of C57BL/6J and A/J mice to identify eQTLs and candidate genes that are important in the pathogenesis and progression of NAFLD. In addition, we tested allele effects of candidate regions in consomic strains (C57BL/6J-Chr 1^A/J^/ NaJ and C57BL/6J-Chr 11^A/J^/ NaJ) where the chromosome carrying the eQTL region has been substituted from the A/J background into a C57BL/6J background.

To help determine the relevance of the identified loci in other forms of liver injury, we used the CCl_4_ hepatotoxicity model and the BXD murine reference panel for systems genetics (Andreux *et al.* 2012). BXD mice are recombinant inbred lines generated from F_1_ hybrids of C57BL/6J and DBA/2J mice by consecutive brother–sister matings of the F_2_ progeny for more than 20 generations. These genetically mosaic lines are homozygous at every genetic locus and represent a panel that has been extensively genotyped across the genomes.

Identifying candidate NAFLD genes will be essential for enhancing our understanding of the genetic factors that are important in the pathogenesis and progression of NAFLD and in subsequently developing rational therapeutic strategies for this common liver disease.

## Materials and Methods

### Animals

A/J, C57BL/6J, B6AF1/J, C57BL/6J-Chr 1^A/J^/ NaJ, and C57BL/6J-Chr 11^A/J^/ NaJ male mice were purchased from Jackson Laboratory (Bar Harbor, ME). A/J and C57BL/6J mice were chosen following a preliminary screen of six mouse strains (A/J, C57BL/6J, DBA-2J, AKR/J, 129x1/SvJ) for hepatic expression of *Xbp1s* and *Socs3*. The A/J and C57BL/6J recombinant inbred (RI) strains of mice had no significant differences in baseline hepatic *Xbp1s* and *Socs3* expression when fed chow, yet elicited different susceptibilities of hepatic *Xbp1s* and *Socs3* gene expression when fed the high-fat diet. C57BL/6J-Chr 1^A/J^/ NaJ mice are chromosome substitution strains (CSS) of consomic mice where chromosome 1 from strain A/J has been substituted on a C57BL/6J background; C57BL/6J-Chr 11^A/J^/ NaJ mice are CSS mice where chromosome 11 from strain A/J has been substituted into a C57BL/6J background. Chromosomes 1 and 11 substitute lines were selected because eQTLs for both *Xbp1s* and *Socs3* localized to these chromosomes. B6AF1/J mice are an F_1_ hybrid of C57BL/6J female and A/J male mice, and these mice were crossed to generate 265 F_2_ generation mice from 74 litters that were used for eQTL analysis. Male 8- to 10-wk-old mice were used for all experiments because differences in hepatic *Xbp1s* and *Socs3* expression were slightly greater in male compared with female mice. We also analyzed 30 BXD recombinant inbred lines with an average of six mice per sex and line. Mice were purchased (BXD lines 1, 2, 6, 11, 12, 13, 14, 19, 24a, 27, 28, 31, 32, 33, 34, 39, 40, 42, 96, and 98) from Jackson Laboratory and (BXD lines 43, 51, 55, 62, 65, 69, 73, 75, 87, and 90) from Oak Ridge Laboratory. All animal protocols were approved by the Northwestern University Institutional Animal Care and Use Committee (IACUC) or according to all relevant welfare regulations of the Animal Care and Use Committee for Saarland University that approved the protocols (TV 10/2008).

### Phenotypic analysis of mice

In HFHC diet feeding studies, A/J, C57BL/6J, C57BL/6J-Chr 1^A/J^/ NaJ, or C57BL/6J-Chr 11^A/J^/ NaJ mice were given free access to water and a HFHC diet (60% fat, 20% protein, 20% carbohydrates; D12492; Research Diets, New Brunswick, NJ) for 8 wk. Body weight was recorded after 0, 4, and 8 wk of dietary feeding. After 8 wk, the mice were killed using CO_2_ narcosis after a 4-hr fast, and blood was collected by cardiac puncture. The liver and spleen were rapidly excised, rinsed in ice-cold saline, weighed, and snap-frozen in liquid nitrogen. Tails were clipped and snap-frozen in liquid nitrogen and stored at −80° until analyzed. To assess for liver injury and components of the metabolic syndrome, hepatic triglyceride levels were measured enzymatically on liver homogenate according to the manufacturer (Pointe Scientific, Canton MI); serum alanine aminotransferase (ALT) was measured using a spectrophotometric assay kit (Biotron, Hemet, CA). Serum glucose was measured by the glucose oxidase method using a colorimetric meter (Glucose Assay Kit). Serum insulin levels were determined using the Meso Scale Discovery system (Gaithersburg, MD). Quantitative insulin sensitivity check index (QUICKI) was calculated using 4-hr fasting insulin and glucose levels. In RT-PCR experiments, total RNA isolation and reverse-transcription were performed from liver using Trizol (Invitrogen) and qScript One-Step CYBR Green qRT-PCR (Quanta Biosciences). *Xbp1s* forward primers were sense 5′-AAGAACACGCTTGGGAATGG-3′ and *Xbp1s* reverse primers were anti-sense 5′-CTGCACCTGCTGCGGAC-3′. *Socs3* forward primers were sense 5′-**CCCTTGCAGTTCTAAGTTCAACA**-3′ and *Socs3* reverse primers were anti-sense 5′-**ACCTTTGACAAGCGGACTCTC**-3′. *Gapdh* was used as an internal control and was unchanged under the experimental condition. Studies were performed in A/J, C57BL/6J, C57BL/6J-Chr 1^A/J^/ NaJ, or C57BL/6J-Chr 11^A/J^/ NaJ and F_2_ (A/J × C57BL/6J) mice. Comparisons were performed using Student’s *t*-test or ANOVA, and the Tukey range test was performed as a post-hoc test.

### eQTL analysis of mice fed a high-fat, high-caloric diet

DNA was extracted from mouse tails and medium density linkage panel genotyping was performed at the Center of Genomic Studies at Northwestern University using Illumina Medium Density Microarray Chips (Illumina, San Diego, CA); 959 polymorphic SNPs were identified between C57BL/6J and the A/J parental strains, and genotyping and phenotyping for hepatic gene expression were performed on 265 F_2_ male mice. eQTL analysis was performed using R/qtl (Broman *et al.* 2003). Genome-wide 5% significance thresholds were generated in R/qtl using the scanone function and 1000 permutations. The LOD threshold for autosomes is 3.91 and is 2.87 for the X chromosome. Additional chromosome-wide 5% significance thresholds were generated using the method of Li and Ji (2005) (Chen and Storey 2006). The phenotypes of *Xbp1s*, *Socs3*, glucose, and insulin were log-transformed before analysis. SNP genomic positions obtained from Ensembl.org, build GRCm38.p3. Genes, predicted genes, and differential SNPs and nsSNPs were obtained from Mouse Genome Informatics Database (MGI 5.20). eQTL regions are defined as the 1.0 LOD-drop of both sides of the peak of the eQTL. The SNP marker closest to the 1.0 LOD-drop was utilized as the physical boundary of the interval. *Xbp1* is located at Chr11: 5,520,659–5,525,893; murine *Socs3* is at Chr11: 117,966,079–117,970,047 bp.

### Microarray analysis of mice fed a high-fat, high-caloric diet

For microarray studies analyzing the differentially expressed hepatic genes between A/J and C57BL/6J mice, analysis was performed using a minimum of three samples of hepatic mRNA, with each sample pooled from two mice (San Diego, CA). We utilized Illumina Mouse Ref 8 chips containing 25,697 probes of 18,708 genes. All samples met the Illumina standard quality control checks. Data quality checks were performed using the Bioconductor Lumi package for R statistical programming environment. The intensity distribution of the samples was examined by histogram and box plots. The data processing also includes a normalization procedure utilizing a quantile normalization method (Bolstad *et al.* 2003) to reduce the obscuring variation between microarrays, which might be introduced during the processes of sample preparation, manufacture, fluorescence labeling, hybridization, and/or scanning. Hierarchical clustering and principal component analysis were performed on the normalized signal data to assess the sample relationship and variability.

Using the criteria that a probe is considered not to be expressed if no probes’ background *P* value was less than 0.01, 13,060 out of 25,697 probes were kept for further differential gene expression analyses. A modified *t*-test using limma’s algorithm of fitting to linear models was used to obtain an adjusted *P* value, using the Benjamini-Hochberg method to estimate the false discovery rate. For each requested comparison, genes that showed a fold-change in expression of at least 1.5 and an adjusted *P* value of 0.05 or less were considered differentially expressed. The probes’ genes were identified using the lumiMouse DB package (Bolstad *et al.* 2003).

### eQTL analysis of BXD mice treated with carbon tetrachloride (CCl_4_)

Mice from C57BL/6J, DBA/2J, B6D2 F1 hybrids and 30 BXD recombinant inbred lines were phenotyped for hydroxyproline levels and collagen areas after induction of chronic liver injury and fibrosis using CCl_4_. CCl_4_ (0.7 mg/kg body weight, in a 1:1 mixture with mineral oil) was administered for 6 wk with two intraperitoneal injections per week. The mice do not develop fibrosis when fed a chow diet without the administration of CCl_4_. We measured hepatic collagen contents (hydroxyproline levels and collagen areas) as quantitative parameters and fibrosis stages as semiquantitative measures in histological liver sections as previously described (Hall *et al.* 2014). Phenotypic characterization of hepatic collagen was initially performed in male and female mice. Transcriptomes of CCl_4_-treated BXD lines were analyzed in female mice (three arrays per line) because they showed more pronounced differences in fibrosis progression among the BXD lines. The mice were chow-fed and the transcriptome of three female mice from each BXD line after CCl_4_ challenge was determined with Affymetrix Mouse Gene 1.0 ST microarrays. These data underwent quality control and normalization and were uploaded into the GeneNetwork database (http://www.genenetwork.org/webqtl/main.py). Using the gene expression values as quantitative traits, interval mapping was performed to identify eQTLs as implemented in GeneNetwork.

## Results

### Hepatic *Xbp1s* and *Socs3* gene expression in A/J and C57BL/6J mice fed a HFHC diet

Parental mouse strains C57BL/6J and A/J fed a HFHC diet for 8 wk elicited significant differences in the hepatic gene expression of *Xbp1s*: 1.0 ± 0.2 *vs.* 0.4 ± 0.2 in A/J and C57BL/6J mice, respectively (*P* < 0.05). There was also a similar difference in hepatic *Socs3 gene* expression: 1.0 ± 0.2 *vs.* 0.6 ± 0.2 in A/J and C57BL/6J mice, respectively (*P* < 0.05). Hepatic *Xbp1s* and *Socs3* gene expression in F_1_ (A/J × C57BL/6J) mice was 0.7 ± 0.1 for *Xbp1s* and 0.7 ± 0.2 for *Socs3* (*P* < 0.05), both significantly different from A/J mice. Hepatic *Xbp1s* expression also differed between the F_1_ (A/J × C57BL/6J) and C57BL/6J mice (Figure 1; n = 8 for all groups). Supporting Information, Table S1 shows the Pearson correlation matrix of the phenotypes *Xbp1s* and *Socs3* in C57BL/6J and A/J mice (as well as for several phenotypes of the metabolic syndrome).

**Figure 1:**
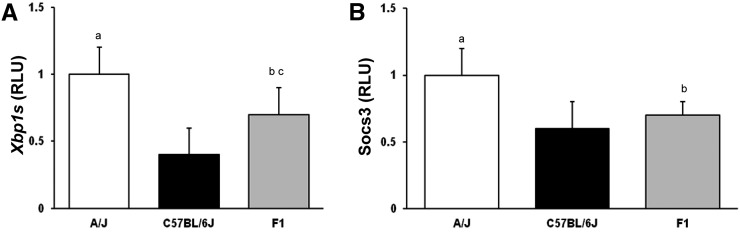
Hepatic mRNA expression of *Xbp1s* and *Socs3* in A/J, C57BL/6, and F1(A/J × C57BL/6J) mice. Mice were fed a 60% high-fat, high-caloric (HFHC) diet for 8 wk and hepatic mRNA expression of (A) *Xbp1s* and (B) *Socs3* measured using RT-PCR. RLU, random light units. Mean ± SEM. A/J (white), C57BL/6J (black), F1(A/J × C57BL/6J) (gray) mice; ap < 0.05 *vs.* C57BL/6J; bp < 0.05 *vs.* A/J mice; cp < 0.05 *vs.* C57BL/6J mice (n = 8 for all groups).

### Identification of eQTLs for hepatic *Xbp1s* and *Socs3* gene expression using F_2_ (A/J × C57BL/6J) mice fed a HFHC diet

*Xbp1* and *Socs3* are both located on mouse chromosome 11 (*Xbp1*: 5.5 Mb and *Socs3:* 118.0 Mb). We identified an overlapping eQTL for *Xbp1s* and *Socs3* on chromosome 1 (181.5 Mb), with LOD scores of 4.79 and 6.18, respectively. Additional overlapping eQTLs were also identified on chromosome 11 (56.2 and 58.4 Mb). There was also an eQTL identified for *Socs3* on chromosome 12 (113.4 Mb) with a LOD score of 3.53 (Table 1). Figure 2 and Figure 3 show the whole genome LOD plots and the eQTL linkage maps, respectively. 

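Hepatic gene expression was measured with Illumina Mouse Ref 8 bead arrays in 16 liver samples, 8 from male A/J mice and 8 from male C57BL/6J mice fed the HFHC diet, with 1 array per sample. The methods give a minimum of 3 samples, each pooled from 2 mice, and the sample labels name 8 samples per strain without mentioning pools. The labels give an age of 8 weeks, and the methods give male mice of 8 to 10 wk and 8 wk of feeding. No source used here states that the 8 samples of a strain came from separate pools, so P values measure the spread between these samples. The authors scanned the arrays in BeadStudio and quantile normalized the signals with the lumi package, and the deposited values are on a log2 scale. Whether this scale is a plain log2 or lumi's variance-stabilized form is not given in the sources used here, so a fold change stands for 2 to the power of the difference between these values. Every array held the same distribution, from 7.6 to 15 with a median of 8.01. Detection P values were not used here, and in place of the filter on them the 13060 of 25697 probes with the highest mean were kept, the number that the methods state. Strain differences were tested with limma's lmFit and eBayes, as A/J minus C57BL/6J, with Benjamini-Hochberg adjustment over the kept probes. As in the methods, a probe was called differentially expressed at an adjusted P of 0.05 or less and a fold change of at least 1.5. Each gene was represented by its kept probe with the highest mean, which gave 9051 genes, and was placed by the GRCm38 coordinates of RefSeq. The number of arrays limits the precision, and positions of samples on the chips are not given in the sources used here. Strain was the largest source of variation, with the A/J samples at -22.2 to -16.9 and the C57BL/6J samples at 15.5 to 21.5 on the first principal component. Samples 1 to 4 and 5 to 8 of each strain also differed in the mean of 19 hepatocyte markers, at 13.09 to 13.21 and 13.35 to 13.44 in A/J and at 13.18 to 13.27 and 13.39 to 13.59 in C57BL/6J. The mean of 14 exocrine pancreas genes was 12.56 in C57BL/6J sample 7, 10.70 in A/J sample 4 and 10.58 in A/J sample 7, against 8.04 to 8.82 in the other 13 samples.

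**Figure D1:**
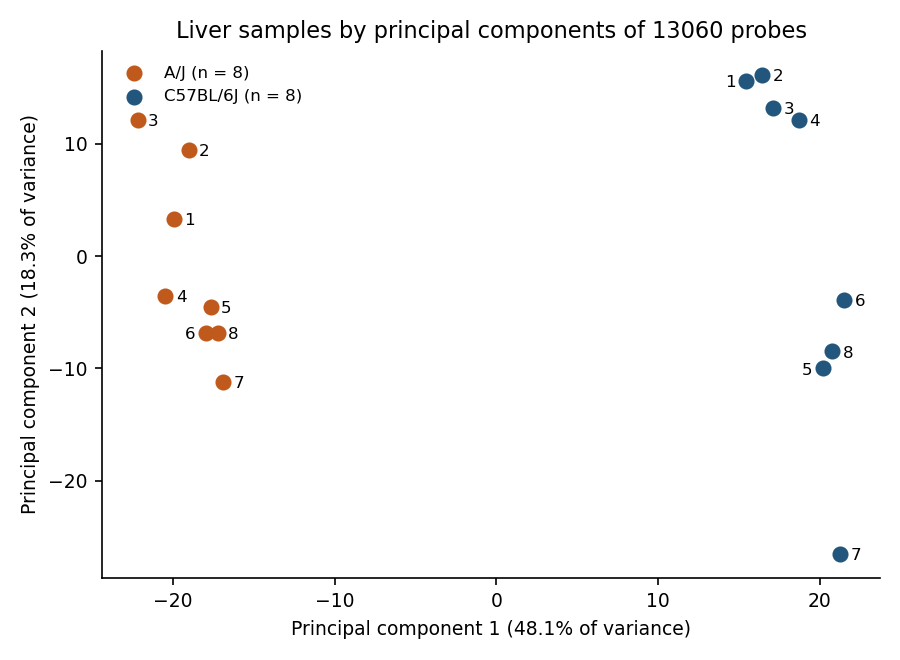
Liver samples (points, numbered as in the labels) by the first and second principal components of 13060 probes, which held 48.1% and 18.3% of the variance, with A/J in orange and C57BL/6J in blue (n = 8 each). The strains part along the first component, and C57BL/6J sample 7 lies farthest along the second, at -26.5.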

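In livers of mice fed the HFHC diet, 479 of the 9051 genes tested were differentially expressed between the strains, 193 higher and 286 lower in A/J. The largest fall was in *Nnmt*, which encodes nicotinamide N-methyltransferase, with a log2 signal of 8.76 ± 0.232 (SD, n = 8) in A/J and 13.40 ± 0.277 (SD, n = 8) in C57BL/6J. This is a log2 difference of -4.64 (standard error 0.118, 25.0-fold, adjusted P = 2.98e-15 from limma). The largest rise was in *Cyp2c39*, a cytochrome P450 of drug and retinoid metabolism, at 12.47 ± 0.184 (SD, n = 8) in A/J and 8.21 ± 0.150 (SD, n = 8) in C57BL/6J, a difference of 4.26 (standard error 0.0797, 19.1-fold, adjusted P = 4.13e-17). Among the other genes with the largest falls were *Ctsc*, the lysosomal protease cathepsin C, at -3.42, *Abhd16a*, a phospholipase, at -3.35, *Rmdn3* at -3.12, *Lgals1*, galectin-1, at -2.65, *Aatk* at -2.64 and *Olig1* at -2.61 (adjusted P from 2.57e-18 for *Abhd16a* to 9.33e-08 for *Lgals1*). A second probe of *Rmdn3* differed by only -0.54 and was not called. *Hc*, the gene of complement C5, for which A/J mice carry a known null allele, fell by 3.03 (adjusted P = 4.73e-15). *Tpmt*, thiopurine methyltransferase, was higher in A/J by 3.14, *Dnaic1* by 3.29, *Snrnp25* by 2.64 and *Gm8909* by 2.38 (adjusted P from 1.33e-14 for *Snrnp25* to 4.94e-10 for *Gm8909*), and *Dnaic1* was near the bottom of the scale in C57BL/6J, at a mean of 7.93. The MHC genes *H2-T10* and *H2-Q5* were higher by 3.34 (adjusted P = 9.93e-16) and 2.81 (adjusted P = 1.97e-11). Their C57BL/6J means, both 8.12, lay near the array median. Neither had a second kept probe, so a sequence difference under the probe cannot be told apart from a difference in expression. *Cyp2b9* and *Cyp2b13*, cytochromes P450 expressed more in female than in male livers, were higher in these male A/J mice, by 3.18 (standard error 0.625, adjusted P = 0.000879) and 2.92 (standard error 0.274, adjusted P = 2.47e-07). *Cyp4a12b*, a male-biased cytochrome P450, was lower, by -2.85 (standard error 0.408, adjusted P = 3.79e-05). The sex-biased genes did not all move this way. *Cyp4a12a*, also male-biased, differed by 0.24 and was not called, and the female-biased *Cyp17a1* differed by -1.34. Of 20 male-biased genes 5 fell, 1 rose and 14 were not called. *Cyp2b9* varied widely among the C57BL/6J samples (SD 1.93), and so did *Cyp4a12b* (SD 1.26). Of all 9051 genes, 832 had A/J and C57BL/6J samples that did not overlap, which chance gives for 0.01554% of genes, and 392 of these were among the 479. By probe, 635 of 13060 were called, 249 higher and 386 lower in A/J. Without the fold threshold the balance turned, with 1556 of 3459 probes lower in A/J.

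**Figure D2:**
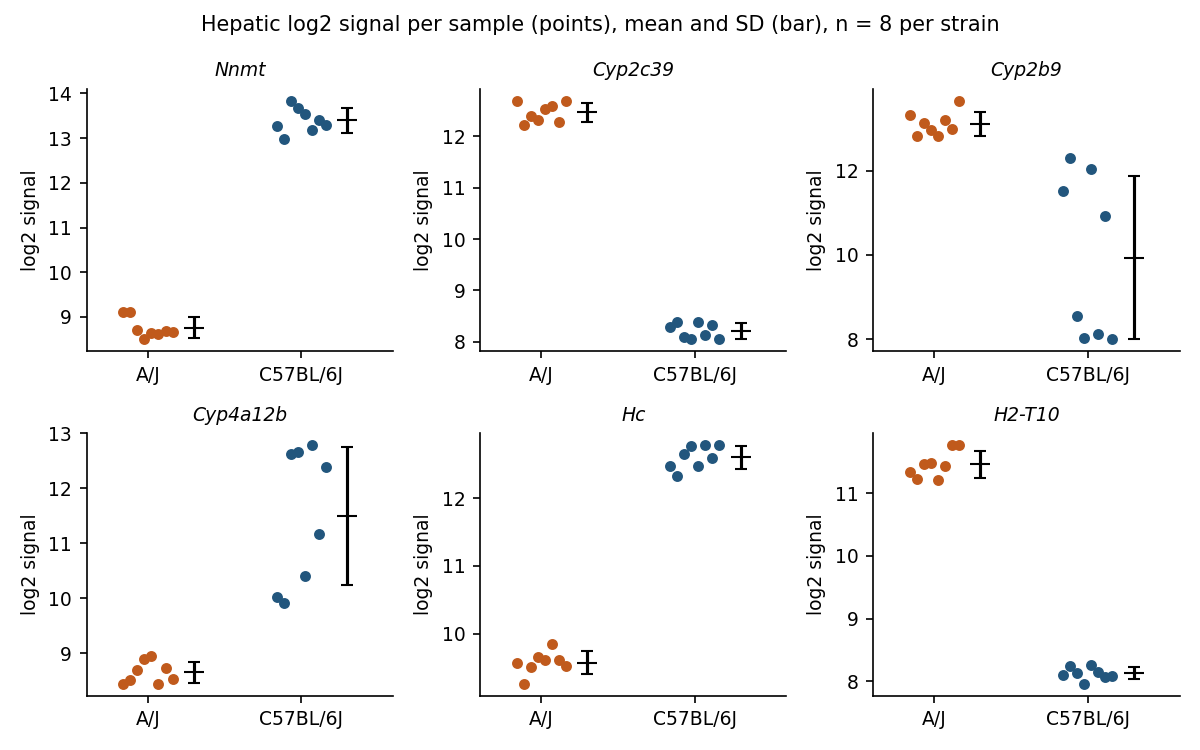
Log2 signal of *Nnmt*, *Cyp2c39*, *Cyp2b9*, *Cyp4a12b*, *Hc* and *H2-T10* in each liver sample (points), with mean and SD (bars), for A/J (orange) and C57BL/6J (blue), n = 8 each. The axes do not start at 0, and *Cyp2b9* in C57BL/6J ranges from 7.99 to 12.31 whereas its A/J samples stay between 12.82 and 13.65.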

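Differentially expressed genes lay in each of the 3 eQTL regions. In the part of chromosome 1 shared by the *Xbp1s* and *Socs3* intervals of Table 1 (172.5 to 183.6 Mb), 8 of 47 tested genes were called: *Apcs*, *9130409I23Rik*, *Susd4* and *Ackr1* were higher in A/J, and *Psen2*, *Dusp23*, *Srp9* and *Ephx1* were lower. In the shared part on chromosome 11 (44.2 to 68.8 Mb), 10 of 129 were called, with *Timd2*, *Igtp* and *Timd4* higher in A/J and *Dhrs7b*, *Trim11*, *Snap47*, *Atox1*, *Zfp39*, *Pemt* and *Guk1* lower. In the *Socs3* interval on chromosome 12 (108.7 to 116.2 Mb), 4 of 40 were called, *Adssl1* and *Amn* higher and *Ckb* and *Ppp1r13b* lower. The genes include an acute phase protein (*Apcs*), a γ-secretase subunit (*Psen2*), enzymes of phosphatidylcholine and purine nucleotide synthesis (*Pemt*, *Adssl1*) and an interferon-induced GTPase (*Igtp*). Counts depend on the threshold and the interval: at a 2-fold threshold 3, 2 and 1 genes were called on chromosomes 1, 11 and 12, and with the adjusted P alone 21, 43 and 15. From differential expression between the parental strains inside the eQTLs, the paper identifies candidate genes for each region.

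**Figure D3:**
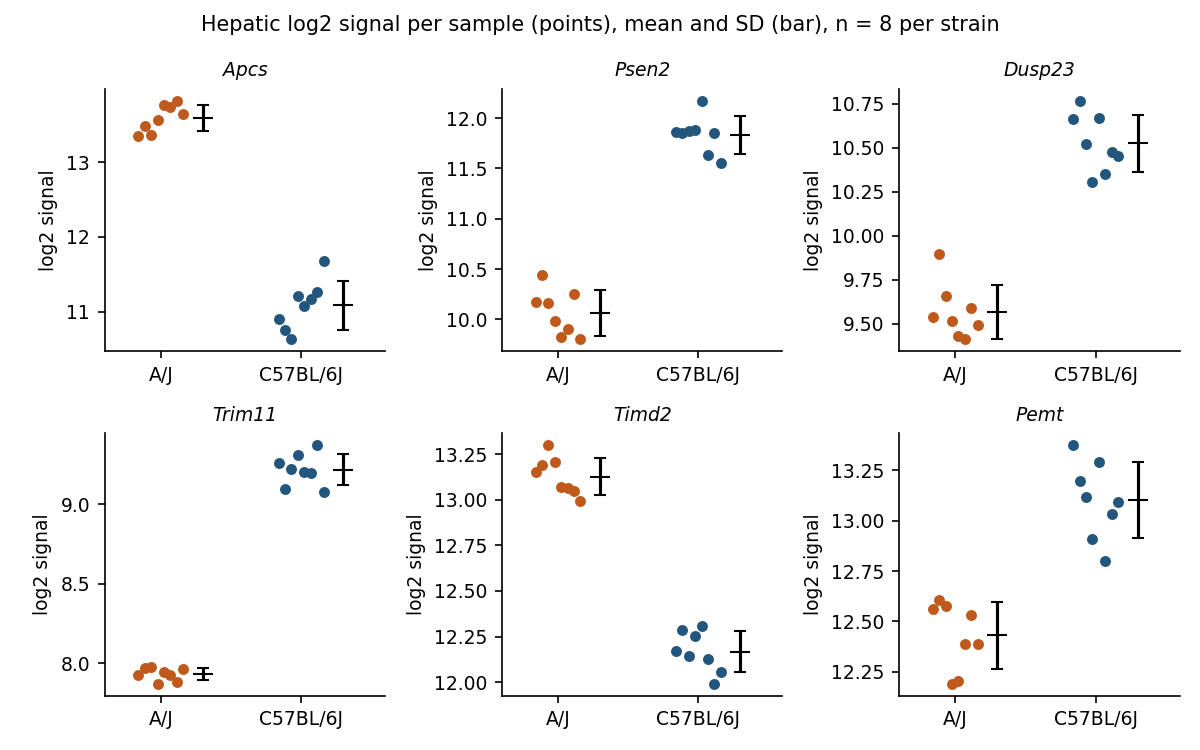
Log2 signal of *Apcs*, *Psen2* and *Dusp23* (chromosome 1) and *Trim11*, *Timd2* and *Pemt* (chromosome 11) in each liver sample (points), with mean and SD (bars), for A/J (orange) and C57BL/6J (blue), n = 8 each. The axes do not start at 0; for each of these 6 genes the A/J and C57BL/6J samples do not overlap.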

Microarray analysis identified eight and nine differentially expressed candidate genes within the overlapping eQTLs on chromosomes 1 and 11, respectively; five differentially expressed genes were identified in the *Socs3* eQTL on chromosome 12 (Table 2).

**Table 1:** Mouse chromosome eQTL locations for *Xbp1s* and *Socs* using F_2_ (A/J × C57BL/6J) mice

CHR	Trait	LOD	SNP	Position (Mb)	Interval (Mb)	# Genes	Diff. SNPs	*a*	*a/SD*	*d*	*d/SD*	*d/a*
1	*Xbp1s*	4.79	rs 13476265	181.5	162.0–183.6	265	24,755	0.123	0.375	−0.051	−0.155	−0.413
1	*Socs3*	6.18	rs 13476265	181.5	172.5–188.7	151	14,519	0.129	0.407	−0.077	−0.244	−0.600
11	*Xbp1s*	3.11	rs 3684076	56.2	41.3–73.3	503	14,835	−0.101	−0.307	−0.054	−0.165	0.537
11	*Socs3*	3.09	rs 3697686	58.4	44.2–68.8	337	11,613	−0.100	−0.315	−0.046	60.463	0.463
12	*Socs3*	3.53	rs 13481655	113.4	108.7–116.2	79	6446	0.046	0.145	−0.131	−0.415	−2.865

Positive “a” values indicate that at a locus, the homozygous C57BL/6Jt trait mean is greater than the mean of the A/J homozygotes. Negative “d” values indicate that at that locus, the heterozygote trait mean is closer to the A/J homozygote mean than the C57BL/6J homozygote mean. CHR, chromosome; SNP, SNP marker closest to peak LOD score; Interval = 1.0–LOD support interval surrounding the peak LOD score; # genes = number of protein coding genes within the support interval; Diff. SNPs = number of differential SNPS predicted by MGI in the interval; SD = value in SD units for the trait. Intervals and positions are in megabases (Mb).

**Figure 2:**
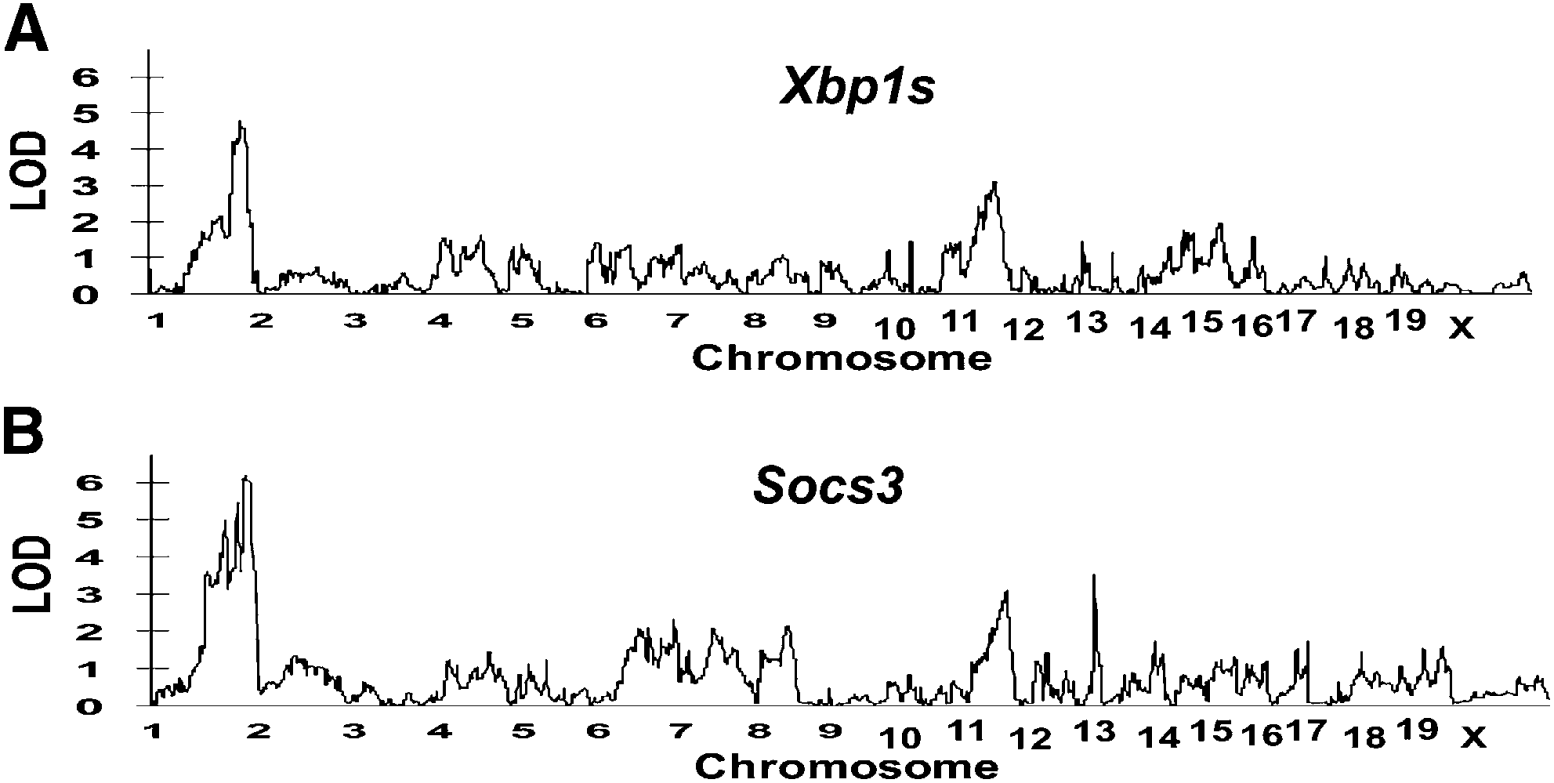
Whole genome LOD plots of eQTLs identified in A/J and C57BL/6J mice fed a high-fat diet.

**Figure 3:**
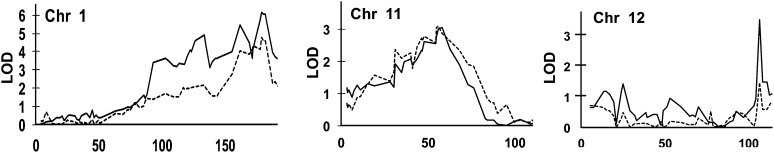
eQTL linkage maps of A/J and C57BL/6J mice fed a high-fat diet. *Xbp1s* (dashed line). *Socs3* (solid line).

**Table 2:** Differentially expressed genes from C57BL/6J and A/J mice located within the *Xbp1s* and *Socs3* eQTLs

		Gene Name	Entrez ID	Average Expression	*P*	SNP	nsSNP
**Chr 1**	Apcs	*Serum amyloid P-component*	20219	13.12	4.58E-23	4	0
	Darc	*Duffy blood group*, *chemokine receptor*	13349	8.73	1.88E-13	0	0
	Dusp23	*Dual specificity phosphatase 23*	68440	10.02	4.40E-12	38	0
	Ephx	*Epoxide hydrolase 1*, *microsomal*	13849	13.18	1.07E-04	52	0
	F11 r	F11 receptor	16456	9.52	1.03E-18	112	0
	Fcer1g	Fc receptor, IgE, high affinity I,polypeptide	14127	8.53	1.35E-30	39	0
	Fmo3	Flavin containing monooxygenase 3	14262	11.23	2.04E-08	4	0
	Gm5561	*Predicted gene 5561*	433941	11.19	3.03E-12	0	0
	Mgst3	Microsomal glutathione S-transferase 3	66447	11.02	1.60E-03	0	0
	Pex19	Peroxisomal biogenesis factor 19	19298	12.31	7.24E-11	65	1
	Psen2	*Presenilin 2*	19165	10.9	9.43E-18	31	0
	Rgs4	Regulator of G-protein signaling 4	19736	8.88	1.41E-06	25	0
	Srp9	*Signal recognition particle 9*	27058	9.61	1.29E-14	28	0
	Susd4	*Sushi domain containing 4*	96935	9.05	4.36E-05	10	0
	Uap1	UDP-N-acetylglucosamine pyrophosphorylase 1	107652	9.5	1.47E-16	28	0
**Chr 11**	Atox1	ATX1 (antioxidant protein 1) homolog 1 (yeast)	11927	12.24	2.06E-13	0	0
	Dhrs1	Dehydrogenase/reductase (SDR family) member 1	52585	12.1	7.32E-11	0	0
	Igtp	Interferon gamma induced GTPase	16145	11.05	2.70E-07	23	2
	Pemt	Phosphatidylethanolamine N-methyltransferase	18618	13.15	1.72E-09	30	0
	Snap47	Synaptosomal-associated protein, 47	67826	8.89	1.30E-14	6	0
	Timd2	T-cell immunoglobulin and mucin domain containing 2	171284	12.74	1.49E-18	41	0
	Timd4	T-cell immunoglobulin and mucin domain containing 4	276891	8.87	2.88E-08	49	2
	Trim11	Tripartite motif-containing 11	94091	8.32	8.34E-28	30	0
	Zfp39	Zinc finger protein 39	22698	8.44	9.31 E-16	33	2
**Chr 12**	Adssl1	Adenylosuccinate synthetase like 1	111565	11.62	6.94E-13	56	0
	Amn	Amnionless	93835	8.42	1.56E-13	7	1
	AW555464	Expressed sequence AW555464	217882	11.28	1.24E-15	43	2
	Ckb	Creatine kinase, brain	12709	9.81	8.69E-05	7	0
	Ppp1r13b	Protein phosphatase 1, regulatory subunit 13B	21981	8.89	9.16E-13	98	0

Differentially expressed genes in the eQTLs. 

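*Apcs*, which encodes serum amyloid P-component, was the gene of chromosome 1 with the largest rise in the shared interval. Its log2 signal was 13.59 ± 0.178 (SD, n = 8) in A/J and 11.09 ± 0.329 (SD, n = 8) in C57BL/6J, a difference of 2.51 (standard error 0.122, 5.68-fold, adjusted P = 3.56e-11 from limma), and it lies on GRCm38 from 172893961 to 172895054. *Psen2*, presenilin 2, from 180227004 to 180263467, was at 10.07 ± 0.227 (SD, n = 8) in A/J and 11.83 ± 0.185 (SD, n = 8) in C57BL/6J, a difference of -1.77 (standard error 0.0968, 3.40-fold, adjusted P = 1.85e-10). The phosphatase gene *Dusp23* (172630769 to 172632974) fell by 0.96 (standard error 0.0756, 1.95-fold, adjusted P = 2.51e-08), and *Srp9*, a subunit of the signal recognition particle (182124737 to 182132415), by 0.66 (1.58-fold, adjusted P = 6.41e-09), with C57BL/6J sample 8 apart from the others of its strain at 12.11. A second probe of *Srp9*, with a mean of 9.78, fell by 1.81 (adjusted P = 3.25e-09). *Ephx1*, microsomal epoxide hydrolase (180989556 to 181017569), fell by 0.62 (1.54-fold, adjusted P = 0.00161). *Ackr1*, listed as *Darc* and encoding a chemokine receptor (173331886 to 173333503), was higher in A/J by 0.61 (1.53-fold, adjusted P = 7.15e-08), and *Susd4*, a complement regulator (182764044 to 182896596), by 0.71 (1.64-fold, adjusted P = 0.0127). *9130409I23Rik* (181035606 to 181060761) was higher by 1.52 (standard error 0.126, 2.87-fold, adjusted P = 5.10e-08). Proximal to the shared interval, within that of *Xbp1s* from 162.0 Mb, *Fcer1g*, the common γ chain of Fc receptors, fell by 2.54 (adjusted P = 1.22e-14) to an A/J mean of 7.80, below the array median, *Uap1* by 1.59, *F11r* by 0.89 and *Pex19* by 0.63, while *Rgs4* and *Fcgr3* were higher by 0.74 and 0.79 (adjusted P of at most 4.32e-06 for these genes). *Fcer1g* had no second kept probe, so a sequence difference under its probe cannot be told apart from lower expression. A/J sample 4 stood apart from the other A/J samples in *Pex19*, at 11.72, and in *Rgs4*, at 9.08, and a second probe of *Pex19* fell by 1.09. *Mgst3*, a glutathione S-transferase, differed by 0.64 (standard error 0.258, adjusted P = 0.0792) and was not called; its SD among C57BL/6J samples was 0.772, and its adjusted P was 0.0361 with array weights, while a second probe was called, at 0.65 (adjusted P = 0.0416). Over the 3 chromosomes, 26 of the 29 genes of Table 2 were tested and 25 were called, 9 higher and 16 lower in A/J, or 26 when adjusted over the list alone. The study chose this list for a difference between these strains, and its text does not say on which samples, so neither count is independent evidence.

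**Figure D4:**
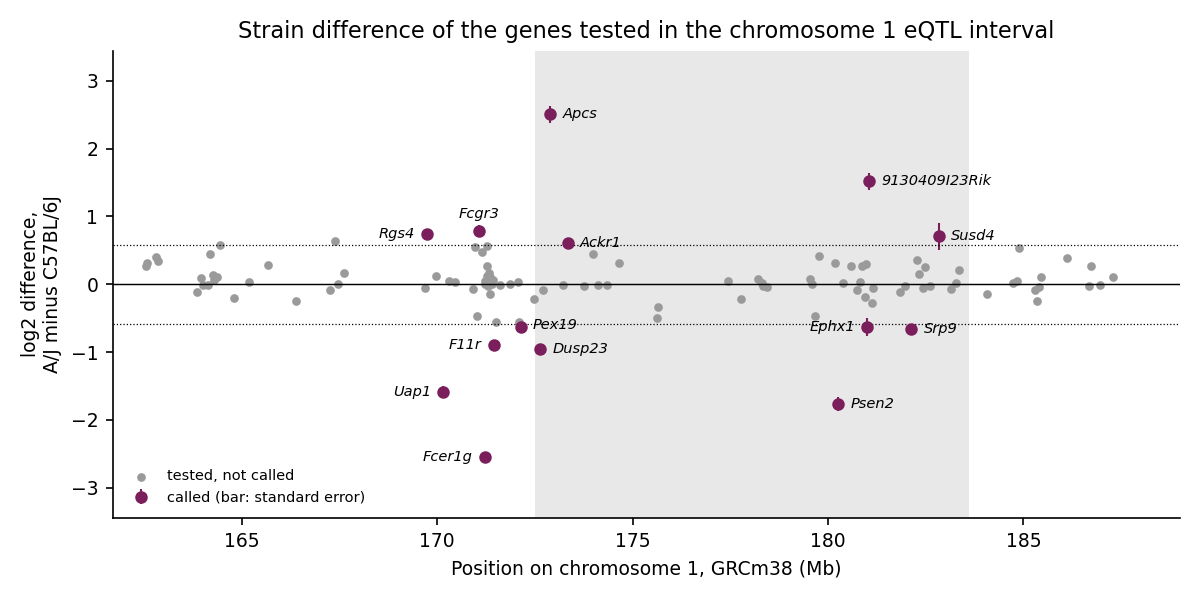
Log2 difference (A/J minus C57BL/6J, n = 8 each) of each gene tested in the wider interval that either trait covers, against its position on chromosome 1 in Mb, with called genes in purple (bar: standard error) and others in grey. The grey band is the interval shared by *Xbp1s* and *Socs3*, dotted lines mark 1.5-fold, and 8 called genes lie inside the band, from *Psen2* at -1.77 to *Apcs* at 2.51.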

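On chromosome 11, the genes with the largest changes in the shared interval were lower in A/J. *Trim11*, a ubiquitin ligase gene at 58973726 to 58991462 of GRCm38, had a log2 signal of 7.93 ± 0.0385 (SD, n = 8) in A/J, near the bottom of the scale, and 9.22 ± 0.0987 (SD, n = 8) in C57BL/6J, a difference of -1.28 (standard error 0.0416, 2.43-fold, adjusted P = 1.00e-13 from limma). *Trim11* had no second kept probe, so a sequence difference under its probe cannot be told apart from lower expression. *Dhrs7b*, a dehydrogenase/reductase gene that starts at 60830631, differed by -1.302 (standard error 0.0783, 2.46-fold, adjusted P = 6.35e-10), with A/J sample 7 apart from the other A/J samples at 10.20. This is its brightest probe, and 2 others differed by -0.64 (called) and -0.33 (not called). *Pemt* makes phosphatidylcholine from phosphatidylethanolamine and lies at 59970614 to 60046561; it was at 12.43 ± 0.165 (SD, n = 8) in A/J and 13.10 ± 0.189 (SD, n = 8) in C57BL/6J, a difference of -0.67 (standard error 0.0838, 1.59-fold, adjusted P = 8.30e-06). *Snap47* (59407141 to 59450041) fell by 0.88 (1.84-fold, adjusted P = 1.92e-08), and *Atox1*, a copper chaperone (55446637 to 55461208), by 0.84 (1.80-fold, adjusted P = 9.19e-08). *Zfp39* (58888153 to 58904225) fell by 0.74 (1.67-fold, adjusted P = 2.06e-09), with C57BL/6J sample 4 apart from the others at 9.18, and *Guk1*, guanylate kinase, by 0.60 (adjusted P = 0.000303). *Timd2*, a receptor for H-ferritin at 46668960 to 46707107, was higher in A/J, at 13.13 ± 0.101 (SD, n = 8) against 12.17 ± 0.111 (SD, n = 8), a difference of 0.96 (standard error 0.0537, 1.94-fold, adjusted P = 2.45e-10). *Timd4*, a phosphatidylserine receptor of resident macrophages (46810786 to 46844333), was higher by 0.62 (1.54-fold, adjusted P = 9.07e-05), and *Igtp* (58199556 to 58207592) by 0.85 (1.80-fold, adjusted P = 0.000171). *Dhrs1* fell by 0.83 (1.78-fold, adjusted P = 9.69e-08), and the annotation used here places it on chromosome 14, from 55739020 to 55745684.

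**Figure D5:**
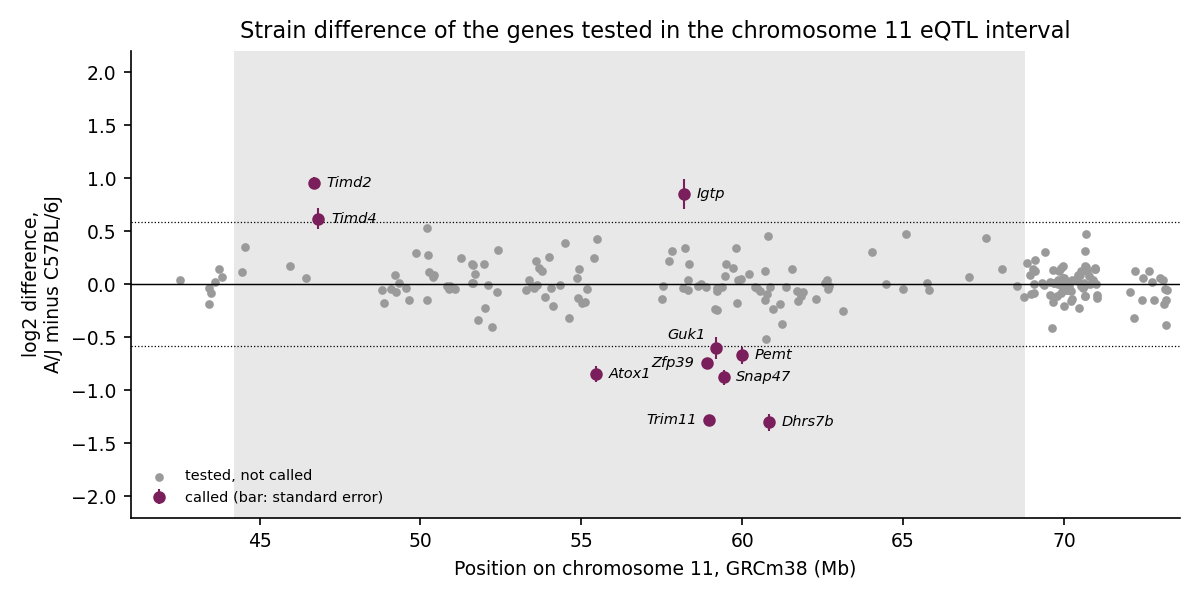
Log2 difference (A/J minus C57BL/6J, n = 8 each) of each gene tested in the wider interval that either trait covers, against its position on chromosome 11 in Mb; called genes are purple (bar: standard error), others grey, and dotted lines mark 1.5-fold. Of the 10 called genes in the grey band, the interval shared by *Xbp1s* and *Socs3*, 7 lie below 0 and 3 above.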

The genes on Chr 1 and Chr 11 are in both the *Xbp1s* and *Socs3* eQTL. The genes on Chr 12 are in a *Socs3* eQTL. 

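Within the *Socs3* interval on chromosome 12, *Adssl1*, which encodes an adenylosuccinate synthase of purine nucleotide synthesis, had the largest difference. Its log2 signal was 12.14 ± 0.166 (SD, n = 8) in A/J and 11.06 ± 0.179 (SD, n = 8) in C57BL/6J, a difference of 1.08 (standard error 0.0817, 2.11-fold, adjusted P = 1.51e-08 from limma), and it lies on GRCm38 from 112620047 to 112641355. *Amn*, amnionless, a partner of cubilin in endocytosis (111271096 to 111276426), was higher in A/J by 0.87 (standard error 0.0690, 1.82-fold, adjusted P = 2.97e-08). In C57BL/6J its mean of 7.99 was near the array median. *Ckb*, brain creatine kinase (111669355 to 111672338), fell by 0.66 (standard error 0.117, 1.58-fold, adjusted P = 0.000376), and *Ppp1r13b*, a p53-binding protein gene (111828457 to 111908119), by 0.60 (standard error 0.0537, 1.51-fold, adjusted P = 1.38e-07).

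**Figure D6:**
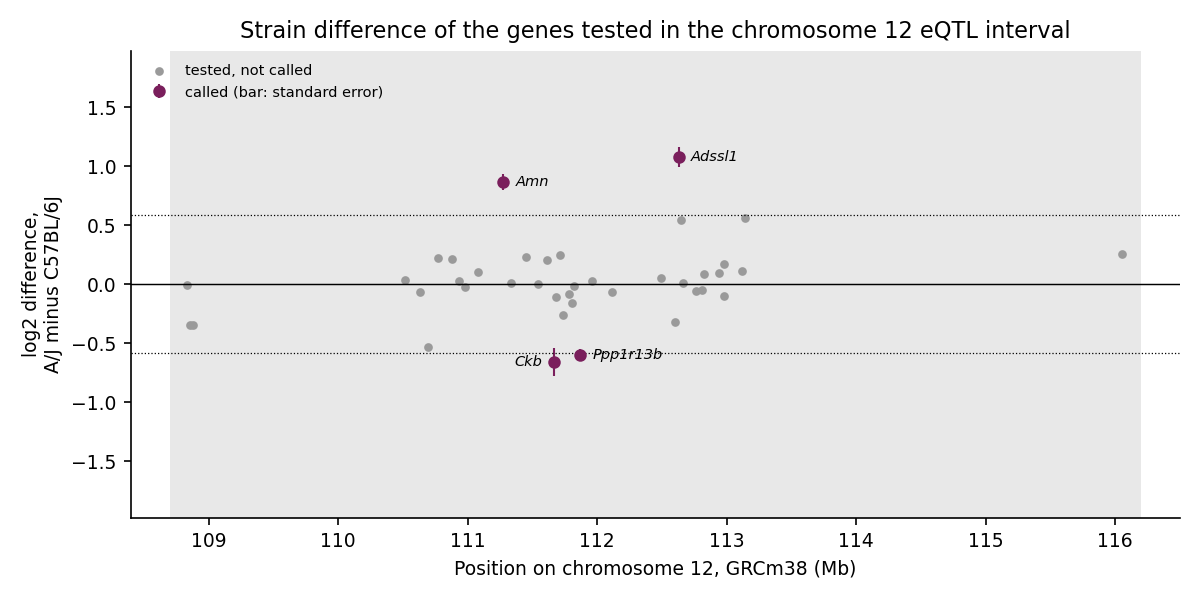
Log2 difference (A/J minus C57BL/6J, n = 8 each) of each gene tested in the *Socs3* interval against its position on chromosome 12 in Mb, with called genes in purple (bar: standard error), other genes in grey, the interval as a grey band and dotted lines at 1.5-fold. Within the interval, *Adssl1* lies highest at 1.08 and *Ckb* lowest at -0.66.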

SNP, differential SNPs between strains; nsSNP, nsSNPs differential SNPs.

### Consomic mice replacing A/J Chr 11, but not Chr 1, into C57BL/6J mice reverses the *Xbp1s* and *Socs3* phenotypes

Because eQTLs for both *Xbp1s* and *Socs3* were identified on chromosomes 1 and 11, we performed RT-PCR of *Xbp1s* and *Socs3* on hepatic mRNA isolated from C57BL/6J-Chr 1^A/J^/ NaJ and C57BL/6J-Chr 11^A/J^/ NaJ CSS mice, and a new cohort of A/J and C57BL/6J mice, fed the HFHC diet for 8 wk. Hepatic gene expression of *Xbp1s* was 1.0 ± 0.2 and 0.6 ± 0.2 in A/J and C57BL/6J-Chr 11^A/J^/ NaJ mice, and 0.3 ± 0.2 and 0.2 ± 0.2 in C57BL/6J and C57BL/6J-Chr 1^A/J^/ NaJ mice (Figure 4). Therefore, *Xbp1s* gene expression was higher in C57BL/6J-Chr 11^A/J^/ NaJ mice than in C57BL6/J mice (*P* < 0.05), but was similar in C57BL/6J-Chr 1^A/J^/ NaJ mice and C57BL/6 mice. Replacement of A/J chromosome 11, but not chromosome 1, into strain C57BL/6 mice reversed the *Xbp1s* phenotype. Hepatic *Socs3* gene expression was similar (1.0 ± 0.2 and 1.0 ± 0.2 RLU) in A/J and C57BL/6J-Chr 11^A/J^/ NaJ mice, but was also lower in both the C57BL/6J and C57BL/6J-Chr 1^A/J^/ NaJ mice, at 0.5 ± 0.2 and 0.5 ± 0.2 RLU, respectively (*P* < 0.05; n = 8). Transfer of A/J chromosome 11, but not chromosome 1, into C57BL/6J mice reversed the *Socs3* phenotype, similar to the findings of hepatic *Xbp1s* mRNA expression.

**Figure 4:**
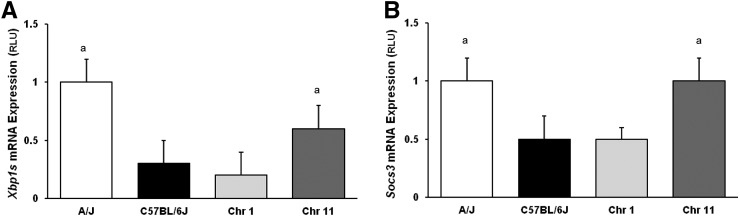
Hepatic mRNA expression of *Xbp1s* and *Socs3* in A/J, C57BL/6J, and C57BL/6J-Chr 1A/J/NaJ and C57BL/6J-Chr 11A/J/NaJ mice. Male A/J, C57BL/6J, C57BL/6J-Chr 1A/J/NaJ, and C57BL/6J-Chr 11A/J/NaJ mice were fed a 60% high-fat, high-caloric (HFHC) diet for 8 wk and hepatic mRNA expression of (A) *Xbp1s* and (B) *Socs3* gene expression measured using RT-PCR. RLU, random light units. Mean ± SEM. A/J (white), C57BL/6J (black), C57BL/6J-Chr 1A/J/NaJ (Chr 1, light gray), and C57BL/6J-Chr 11A/J/NaJ (Chr 11, dark gray). ap < 0.05 *vs.* both C57BL/6J and C57BL/6J-Chr 1A/J/NaJ mice (n = 8).

### Identification of QTL for the metabolic syndrome using F_2_ (A/J × C57BL/6J) mice fed a HFHC diet

Table S2 reveals significant differences that were noted between C57BL/6J mice and A/J mice with respect to several metabolic syndrome phenotypes: body weight gain, hepatic triglycerides, fasting serum insulin, fasting serum glucose, and QUICKI, Therefore, we performed QTL analysis with respect to these phenotypes. QTL analysis identified several chromosomal loci associated with body weight gain, fasting serum insulin, and fasting serum glucose; however, no QTL were identified for the phenotypes of hepatic triglycerides or QUICKI (Table S3).

### Identification of eQTLs for hepatic *Xbp1* and *Socs3* gene expression in the CCl_4_ model

To further confirm that the regulation of hepatic *Xbp1s* and *Socs3* expression is altered in a second animal model of liver injury, we used the carbon tetrachloride (CCl_4_) model of chronic liver injury and fibrogenesis. Wild-type mice fed chow without CCl_4_ do not develop spontaneous hepatic fibrosis. For this analysis, we searched for coinciding regulatory loci within the *Socs3* and *Xbp1* eQTLs on mouse chromosome 1 (164.4–190.5 Mb), chromosome 11 (41.1–73.1 Mb), and chromosome 12 (109.9–117.4 Mb) in the BXD reference population to allow systematic mapping and integration of multiple complex traits (Andreux *et al.* 2012). We initially mapped hepatic expression values of *Socs3* and *Xbp1s* using our microarray-based expression dataset. Figure 5 shows the interval mapping/regression analysis for the phenotype of hepatic *Socs3* expression. The most significant loci were identified on chromosome 1 at 185.2–186.6 Mb for *Xbp1* (LOD 3.5; *P*_G_ = 0.08) and 193.3–197.1 Mb for *Socs3* (LOD 4.4, *P*_G_ = 0.01), chromosome 4 at 62.4–68.9 Mb for *Xbp1* (LOD 3.1, *P*_G_= 0.02), and chromosome 12 at 83.9–89.9 Mb for *Socs3* (LOD 5.6; *P*_G_ = 0.002). Of note, the eQTLs for *Socs3* and *Xbp1* on chromosomes 1 that determine hepatic expression levels after CCl_4_ challenge coincide with loci that determine gene expression on the HFHC diet as well as eQTLs in control BXD. These findings suggest that baseline expression differences due to genetic variation confer susceptibility to liver injury. Furthermore, the expression differences are inversely correlated with Sirius red-stained collagen areas in livers from CCl_4_-treated animals (*P* < 0.001) (Hall *et al.* 2014). We also identified several genes potentially regulated from within the *Socs3* and *Xbp1* eQTLs. Table 3 summarizes these *cis*-regulated differentially expressed genes identified using the BXD lines that co-localize with the eQTLs identified in the HFHC model. Among the regulated genes, only *Darc* and *Zfp39* inherit nsSNPs in coding regions differentiating between C57BL/6J and A/J or DBA/2J mice, respectively.

**Figure 5:**
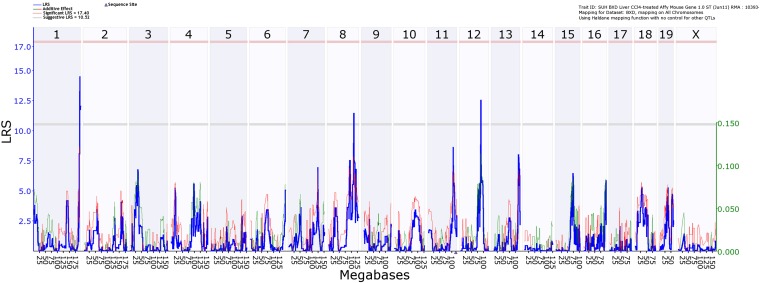
Interval mapping/regression analysis of BXD mice treated with carbon tetrachloride (CCl4). Chow-fed BXD murine lines were treated with CCl4 and *Socs3* hepatic gene expression was measured. eQTLs were identified using interval mapping as implemented in GeneNetwork.

**Table 3:** Differentially expressed hepatic genes identified in *Xbp1s* and *Socs3* eQTLs regions that are *cis*-regulated in BXD mice treated with CCl_4_

eQTL (BXD)				*Cis*-Regulated Genes (Gene ID)	Gene Location (Mb)	Mean Hepatic mRNA Expression	Max. LOD	Max. LOD Location (Chr:Mb)	nsSNP Variants		
Chr	Trait	Location (Mb)	Allele Effect*^a^*						B	D	A/J
				*Mgst3:* Microsomal glutathione S-transferase 3 (66447)	169.3	9.8	6.7	Chr1: 169.2			
				*Pex19:* Peroxisomal biogenesis factor 19 (19298)	174.1	11.2	2.4	Chr1: 125.0			
**1**	*Socs3*	187.0–187.7	−0.122 (B)	*Dusp23:* Dual specificity phosphatase 23 (68440)	184.6	9.6	5.7	Chr1: 174.2			
	*Xbp1*	186.2–186.6	−0.102 (B)	*Apcs:* Serum amyloid P-component (20219)	174.8	12.0	7.5	Chr1: 173.0			
				*Darc:* Duffy blood group, chemokine receptor (13349)	175.3	8.5	5.4	Chr1: 174.2	A	G	G
				*Psen2:* Presenilin 2 (19165)	182.2	10.8	4.3	Chr1: 182.2			
**11**	*Socs3*	106.5–106.8	−0.097 (B)	*Zfp39:* Zinc finger protein 39 (22698)	58.7	8.7	10.6	Chr11: 58.9	A	G	G
**12**	*Socs3*	88.2–89.9	0.114 (D)	*Amn:* Amnionless (93835)	112.5	8.4	7.1	Chr12: 112.4	T	C	C

a Allele effects are estimated change in trait mean (gene expression) by replacement of one allele by the other: negative values indicate that higher expression values are produced by the C57BL/6J (B) allele and positive values by DBA/2J (D) allele.

## Discussion

With the prevalence of NALFD rapidly increasing, it is essential that we gain a better understanding of the pathogenesis and progression of fatty liver disease. Although NAFLD has a hereditary component, the genetics of NAFLD are poorly understood (Schwimmer *et al.* 2009; Wilfred de Alwis and Day 2008). HFHC diets have been extensively utilized for murine models of obesity, diabetes, and fatty liver. Mice fed this diet develop obesity and many of the components of the metabolic syndrome in a strain-specific manner (Minkina *et al.* 2012; Jiang *et al.* 2005; Becker *et al.* 2004; Schmid *et al.* 2004; Kobayashi *et al.* 2004; Rangnekar *et al.* 2006). In this study, A/J and C57BL/6J mice were fed a HFHC diet for 8 wk to identify eQTLs and candidate genes that contribute to NAFLD.

*Xbp1s* is a key regulator in the IRE1α signaling pathway of the unfolded protein response (UPR), which is activated by ER stress. Hepatic ER stress occurs due to insulin resistance, diabetes, obesity, and several liver diseases, including fatty liver, hepatitis C, and alpha-1 antitrypsin deficiency (Ji 2008; Lawless *et al.* 2004; Li *et al.* 2009; Puri *et al.* 2008; Malhi and Kaufman 2011). In addition to its role in the UPR, hepatic *Xbp1s* is an important regulator of fatty acid synthesis and systemic lipid metabolism (Lee *et al.* 2008; Sha *et al.* 2009; Ye *et al.* 2012). Dysregulation of hepatic *Xbp1s* expression has been shown to be important in the pathogenesis of human NASH (Puri *et al.* 2008). In addition, several studies have also demonstrated the important role of *Socs3* in the pathogenesis of nonalcoholic steatohepatitis, regulating insulin sensitivity, leptin signaling, glucose metabolism, lipogenesis, and fatty liver (Wang *et al.* 2009; Ihle 1995; Muraoka *et al.* 2003; Kievit *et al.* 2006; Howard *et al.* 2004; Dittrich *et al.* 2012; Sachithanandan *et al.* 2010).

When fed a HFHC diet, hepatic gene expression of both *Xbp1s* and *Socs3* was greater in A/J mice compared with C57BL6/J mice. In contrast, there were no differences in hepatic gene expression of either *Xbp1s* or *Socs3* in chow-fed mice, indicating that the phenotypic change is elicited by feeding the HFHC diet for 8 wk. The increased expression of both genes is likely a cellular response to prevent further liver injury, with activation of the unfolded protein response (UPR) and suppression of inflammatory cytokines.

After determining that both hepatic *Xbp1s* and *Socs3* mRNA expression was differentially expressed in HFHC diet-fed A/J and C57BL/6 mice, we applied eQTL analysis to identify genetic loci that may be important in the regulation of these genes that influence the pathogenesis of fatty liver disease. We identified overlapping eQTLs on mouse chromosomes 1 and 11 that were associated with both hepatic *Xbp1s* and *Socs3* expression. We also identified an additional eQTL for *Socs3* on chromosome 12. Of note, the murine genes for *Xbp1* and *Socs3* are located on chromosome 11, although both genes are over 50 Mb away from SNPs rs3684076 and rs3697686 marking the eQTLs. Assuming that a window of ±5 Mb is used to define a *cis*-QTL, this suggests that they are trans eQTLs (http://www.genenetwork.org/gghelp.html). 

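Genes of the chromosome 1 region were differentially expressed more often than genes elsewhere in the genome. In the interval shared by *Xbp1s* and *Socs3*, 17.0% of tested genes were called against 5.23% of the rest (odds ratio 3.71, adjusted P = 0.00598 from Fisher's exact test, two-sided). For the chromosome 11 interval the shares were 7.75% and 5.26% (odds ratio 1.51, adjusted P = 0.229), and for the *Socs3* interval on chromosome 12 they were 10% and 5.27% (odds ratio 2.00, adjusted P = 0.213), so neither differed detectably from the rest. Pooled, 22 of 216 genes in the 3 intervals were called (10.2%) against 5.17% of the other genes (odds ratio 2.08, adjusted P = 0.00598 from Fisher's exact test). With the wider intervals that either trait covers, chromosome 1 held 14 called genes of 112 (12.5%, adjusted P = 0.00909), chromosome 11 held 10 of 217 (4.61% against 5.31% of the rest, odds ratio 0.862, below 1 in place of above it, adjusted P = 0.760), and the pooled odds ratio was 1.50 (adjusted P = 0.112), past no threshold. Neighbouring genes are not independent units, which these tests assume.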

Using microarray analysis, we identified differentially expressed candidate genes in the overlapping eQTL regions on chromosomes 1 and 11; as well as five additional differentially expressed candidate genes in the *Socs3* eQTL on chromosome 12. 

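In 3 lists of lipid metabolism genes, those that differed between the strains lay outside the eQTL intervals. *Pemt*, in none of these lists, was called inside the interval of chromosome 11. The intervals hold only 216 tested genes against 8834 elsewhere, so few members of any list would lie inside them by position alone. Few or no members inside is therefore not a result about these lists. All 24 called genes among 58 of cholesterol synthesis, of fatty acid and triglyceride synthesis and of lipid droplets were lower in A/J. In the intervals shared by *Xbp1s* and *Socs3* on chromosomes 1 and 11 or of *Socs3* on chromosome 12, the only one of the 58 was *Srebf1*, the transcription factor gene of lipogenesis on chromosome 11, with a log2 difference of 0.09 (standard error 0.123, adjusted P = 0.643 from limma). The wider intervals that either trait covers also hold *Hsd17b7* of cholesterol synthesis, at 0.12 (adjusted P = 0.343), and *Derl2*, a target of XBP1s, at -0.11 (adjusted P = 0.488). Of 18 genes of cholesterol synthesis and SREBP2 targets, 8 fell and none rose, among them *Msmo1* at -2.74 (standard error 0.0980, adjusted P = 3.54e-13), *Sqle*, squalene epoxidase, at -1.51, *Fdps* at -1.28 and *Mvd* at -1.02. C57BL/6J sample 5 stood apart in *Sqle*, at 10.34. The list passed as lower at camera's preset correlation between genes (camera adjusted P = 1.30e-06), but not with an estimated correlation (adjusted P = 0.315). At that preset, 22 of 100 splits of the samples into 8 and 8, the real one included, called at least 8 lists. A camera P at the preset therefore cannot show by itself that this list or those below differed between the strains. Of 23 genes of fatty acid and triglyceride synthesis, 8 fell, among them the elongase *Elovl6* at -1.77 (standard error 0.116, adjusted P = 2.16e-09), *Thrsp* at -1.41, the phosphatidate phosphatase *Lpin1* at -1.19 and the desaturase *Scd1* at -1.15. Its camera adjusted P was 5.77e-05, with adjusted P = 0.315 with an estimated correlation. Of 17 lipid droplet and steatosis genes, 8 fell, among them *Apoa4* at -2.15, the lipid droplet proteins *Cidec* at -2.13 (standard error 0.346, adjusted P = 0.000144; A/J mean 7.89, near the bottom of the scale) and *Plin2* at -1.17 (standard error 0.118, adjusted P = 6.10e-07), and *G0s2*, an inhibitor of adipose triglyceride lipase, at -1.90 (camera adjusted P = 0.000173, and adjusted P = 0.315 with an estimated correlation). Of 29 targets of XBP1s and ATF6 in the unfolded protein response, none lay in the shared intervals; 6 fell, among them *Sec24d* at -1.88 (A/J mean 7.90), *Srpr* at -1.81 and *Creld2* at -1.58, and *Pdia6* rose by 1.21 (camera adjusted P = 0.000606, and adjusted P = 0.315 with an estimated correlation). Of 17 PERK-ATF4-CHOP targets, also all outside the intervals, *Atf4* fell by 1.73 and *Fgf21* by 0.85, and *Chac1* rose by 0.70 (camera adjusted P = 0.0397, and adjusted P = 0.315 with an estimated correlation). The counts were equal when adjusted over the list alone for each of these 5 lists.

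**Figure D7:**
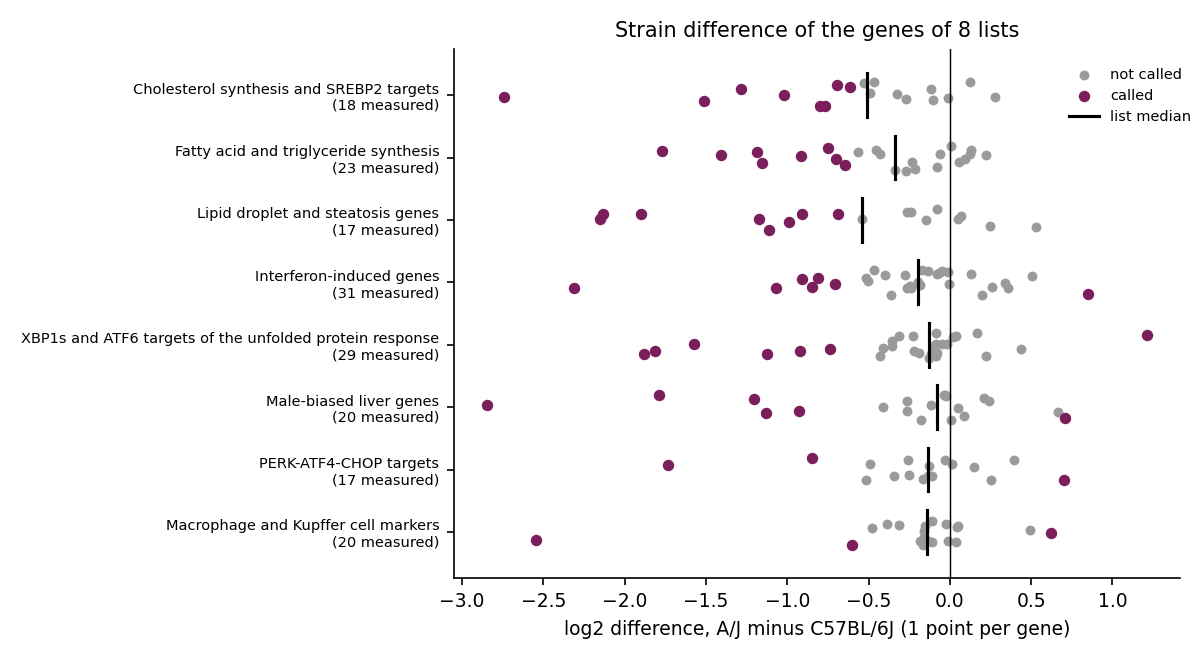
Log2 difference (A/J minus C57BL/6J, n = 8 each) of each gene (1 point per gene; called genes purple, others grey) in 8 lists, with the list median as a black line. The medians of the cholesterol, fatty acid and lipid droplet lists lie at -0.51, -0.34 and -0.54, with every called member of these lists below 0.

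**Figure D8:**
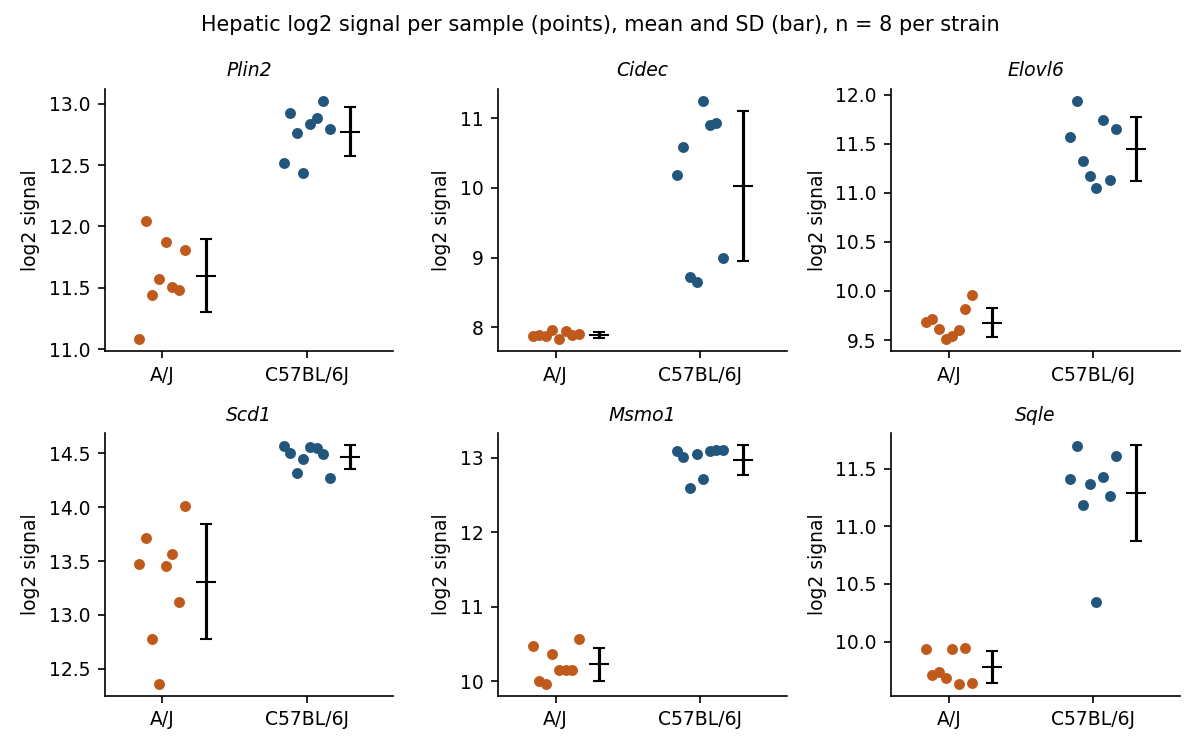
Log2 signal of *Plin2*, *Cidec*, *Elovl6*, *Scd1*, *Msmo1* and *Sqle* in each liver sample (points), with mean and SD (bars), for A/J (orange) and C57BL/6J (blue), n = 8 each; the axes do not start at 0. The A/J samples lie below all C57BL/6J samples for each of the 6 genes.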

No genes that are known to be important in the pathogenesis of nonalcoholic steatohepatitis were identified to be differentially expressed in these loci or the syntenic human loci.

Chromosome substitution strains (CSS) of mice are widely used for gene discovery, genetic and epigenetic studies, functional characterizations, and systems analysis (Singer *et al.* 2004; Hines *et al.* 2011).

When C57BL/6J-Chr 11^A/J^/ NaJ mice were fed a HFHC diet for 8 wk, both hepatic *Xbp1s* and *Socs3* gene expression was similar to A/J mice, yet differed from C57BL/6J mice. In contrast, hepatic *Xbp1s* or *Socs3* gene expression in C57BL/6J-Chr 1^A/J^/ NaJ mice remained similar to C57BL/6J mice. This demonstrates that the replacement of the C57BL6/J chromosome 11 with A/J chromosome 11 reverses the gene expression phenotype of both *Xbp1s* and *Socs3* expression from a C57BL/6J to an A/J phenotype, supporting the physiologic relevance of the eQTL. Although C57BL/6J-Chr 1^A/J^/NaJ and C57BL/6J mice had similar hepatic gene expression of *Xbp1s* and *Socs3*, it does not exclude the physiologic relevance of the eQTL on chromosome 1 because replacement of the entire chromosome may also change other nonidentified QTL on the chromosome.

We also identified QTL for the phenotypes of serum insulin levels, serum glucose, and weight gain. A QTL on Chr 1 for the phenotype of serum insulin has a small overlapping region with the eQTLs for *Xbp1s* and *Socs3* on Chr 1. We did not identify any QTLs for the phenotypes of hepatic triglycerides or QUICKI. QTLs for murine hepatic triglyceride have been previously reported (Minkina *et al.* 2012; Lemoine and Serfaty 2012).

C57BL/6J and A/J mice have been commonly used for models of obesity, diabetes, fatty liver, and the metabolic syndrome (Alevizos *et al.* 2007; Hall *et al.* 2010; Li *et al.* 2005; Nishina *et al.* 1993). Several studies have determined that C57BL/6J are sensitive to and that A/J mice are resistant to metabolic syndrome phenotypes, and our findings are similar to published data. However, human nonalcoholic steatohepatitis (fatty liver with inflammation and fibrosis) is associated with inappropriately low levels of hepatic XBP1 expression compared with bland hepatic steatosis (fatty liver without inflammation and fibrosis) (Puri *et al.* 2008). Consistent with these data, we have determined that when liver-specific *Xbp1*-knockout mice in a C57BL/6J background are fed a high-fat/sucrose-fructose diet, they are more susceptible to develop progressive, fibrosing steatohepatitis with less steatosis than flox control mice. Therefore, the hepatic phenotype of the liver-specific *Xbp1*-null mice is similar to that of C57BL/6J mice, whereas flox controls have a phenotype similar as A/J mice. *Socs3* has also been demonstrated in several studies to be an important mediator of both murine and human NASH (Prpic *et al.* 2003; Bergen *et al.* 1999; Parekh *et al.* 1998; Surwit *et al.* 1997; Winzell and Ahren 2004; Livingston *et al.* 1994; Surwit *et al.* 1988; Tilg 2010; Sachithanandan *et al.* 2010; Surwit *et al.* 1995; Watson *et al.* 2000). Previous studies have also identified other QTL for the metabolic syndrome in mice (Jiang *et al.* 2005; Rangnekar *et al.* 2006). In this study, we identified 14 QTL that are related to metabolic syndrome phenotypes, but we did not identify QTL for hepatic triglycerides.

To determine whether the identified regulatory eQTLs for *Xbp1s* and *Socs3* may be important in other forms of liver injury, we used the CCl_4_ model of hepatotoxicity and fibrosis using the BXD lines as an established murine reference panel for systems genetics (Andreux *et al.* 2012). eQTL analysis was performed in F_2_ (A/J × C57BL/6J) mice because feeding a HFHC diet to A/J and C57BL/6J mice is a well-established model for genetic and physiologic studies of the metabolic syndrome. The BXD lines, however, provided an efficient murine model for the experiments administering CCl_4_. In this second model of liver injury, we identified significant regulatory loci for *Socs3* and *Xbp1s* expression on chromosomes 1 and 12, including an overlapping region on chromosome 1 that is influenced by the parental C57BL/6J allele in both experimental crosses.

A GWAS study of the Dallas Heart study population has revealed that a polymorphism of *PNPLA3* (rs738409; I148M) is strongly associated with increased hepatic fat levels and susceptibility to nonalcoholic fatty liver disease (Romeo *et al.* 2008). This polymorphism has subsequently been associated with the severity of NASH, liver stiffness, fibrosis, and potentially hepatocellular carcinoma. Overexpression of the PNPLA3 I148M polymorphism in mice also causes hepatic steatosis and PNPLA3 has been shown to regulate hepatic lipid metabolism (Basantani *et al.* 2011; Chen *et al.* 2010; Li *et al.* 2012; Ruhanen *et al.* 2014; Singal *et al.* 2014; Said 2013; Pingitore *et al.* 2014; Krawczyk *et al.* 2013; Peng *et al.* 2012; Santoro *et al.* 2010; Rotman *et al.* 2010; Speliotes *et al.* 2010; Zain *et al.* 2012). Therefore, increasing evidence indicates that PNPLA3 polymorphisms have an important role in hepatic lipid metabolism and human fatty liver disorders. A TM6SF2 variant confers susceptibility to human nonalcoholic fatty liver disease, as well as influences total cholesterol and myocardial infarction risk (Kozlitina *et al.* 2014; Holmen *et al.* 2014; Glimcher and Lee 2009). Recent data also demonstrate that UDP-galactose-4-epimerase (GalE) is a direct transcriptional target of *Xbp1s* that is located at 136 Mb on chromosome 4 within our QTL interval for weight gain. Several SNPs, including rs2645424, rs343062, SNP rs1227756, rs6591182, rs887304, rs2499604, rs6487679, rs1421201, and rs2710833, have been associated with NAFLD, NASH, or serum aminotransferase elevation (Chalasani *et al.* 2010; Kilpelainen *et al.* 2011). Significant associations with histologic NAFLD have also been identified at variants in or near *NCAN*, *GCKR*, and *LYPLAL1* (Speliotes *et al.* 2011). The roles of these SNPs in fatty liver diseases and lipid metabolism require further investigation.

Hepatic *Xbp1s* is induced by the endoplasmic reticulum stress that occurs in viral hepatitis, alpha-1 antitrypsin deficiency, obesity, insulin resistance, and hepatic steatosis. *Xbp1s* is formed by an atypical splice mechanism in which the endonuclease IRE-12 excises 26 nucleotides from the unspliced *Xbp1* and causes a frame shift that removes an early stop codon. *Socs3* is a negative regulator of cytokine signaling, with expression induced by cytokines such as interferon-γ, interleukin-6, and interleukin-10. None of the candidate genes that we identified are known to regulate *Xbp1s* or *Socs3*, nor have they previously been associated with the pathogenesis of fatty liver.

Human NAFLD is a highly prevalent disease that is closely associated with the metabolic syndrome, although the pathogenesis remains poorly understood. Several studies have shown that genetic factors are important in the pathogenesis of fatty liver; however, many of the specific genetic factors remain unknown. In this study, we have identified overlapping eQTLs for the phenotypes of *Xbp1s* and *Socs3* expression levels, genes that are likely important in the pathogenesis of fatty liver disorders. We have also used microarray analysis to identify differentially expressed candidate genes in the eQTL regions. Future studies using fine-mapping techniques, positional cloning, or genetically altered mice may identify the genes or polymorphisms that are responsible for disease expression. Given the increasing prevalence of NAFLD, it is essential that we further understand the genetics and pathophysiology of fatty liver diseases so that we can develop rationale therapeutic options for this common liver disease.

## Supplementary Material

Supporting Information

# Supplementary material for: Identification of eQTLs for Hepatic Xbp1s and Socs3 Gene Expression in Mice Fed a High-Fat, High-Caloric Diet
**Source:** G3 (Bethesda). 2015 Jan 23;5(4):487–96. doi: 10.1534/g3.115.016626
**Supplement:** Supporting Information

Identification of eQTLs for Hepatic Xbp1s and Socs3 Gene Expression in Mice Fed a High-Fat, High-Caloric Diet — Supporting Information 

# Identification of eQTLs for Hepatic *Xbp1s* and *Socs3* Gene Expression in Mice Fed a High-Fat, High-Caloric Diet

## Supporting Information for Pasricha *et al.*, 2015

**Files in this Data Supplement:**

- Supporting Information - Tables S1-S3 (PDF, 593 KB)
- Table S1 - Pearson correlation matrix of phenotypes using C57BL/6J and A/J mice. (PDF, 349 KB)
- Table S2 - Phenotypes of A/J, C57BL/6J and F2 (A/J x C57BL/6J) mice. (PDF, 383 KB)
- Table S3 - QTLs for metabolic syndrome phenotypes in studies of C57BL/6J and A/J mice fed a High-Fat, High-Caloric Diet. (PDF, 269 KB)

# Supplementary material for: Identification of eQTLs for Hepatic Xbp1s and Socs3 Gene Expression in Mice Fed a High-Fat, High-Caloric Diet
**Source:** G3 (Bethesda). 2015 Jan 23;5(4):487–96. doi: 10.1534/g3.115.016626
**Supplement:** Supporting Information

Table S1: Pearson correlation matrix of phenotypes using C57BL/6J and A/J mice

	**IL6**	**<i>Socs1</i>**	**<i>Socs3</i>**	**<i>Xbp1s</i>**	**TRI**	**INSULIN**	**GLU**	**QUICKI**	**WT**	**ALT**
**IL6**	1.00									
**<i>Socs1</i>**	0.50	1.00								
**<i>Socs3</i>**	0.03	0.11	1.00							
**<i>Xbp1s</i>**	0.07	0.00	0.75	1.00						
**TRIG**	-0.27	-0.16	0.09	0.11	1.00					
**INSULIN**	-0.19	-0.17	-0.18	-0.19	0.12	1.00				
**GLU**	0.14	0.14	-0.16	-0.17	0.01	0.11	1.00			
**QUICKI**	0.22	0.08	0.09	0.10	-0.18	-0.74	-0.31	1.00		
**WT**	-0.08	-0.06	0.09	-0.15	0.03	0.33	0.02	-0.24	1.00	
**ALT**	-0.02	0.03	0.05	0.06	-0.08	0.16	0.002	-0.14	0.15	1.00

TRI, triglyceride; GLU, glucose; WT, body weight gain

# Supplementary material for: Identification of eQTLs for Hepatic Xbp1s and Socs3 Gene Expression in Mice Fed a High-Fat, High-Caloric Diet
**Source:** G3 (Bethesda). 2015 Jan 23;5(4):487–96. doi: 10.1534/g3.115.016626
**Supplement:** Supporting Information

Table S2: Phenotypes of A/J, C57BL/6J and F₂ (A/J x C57BL/6J) mice

**Phenotype**	**A/J**	**C57BL/6J**	**F₂ (A/J x C57BL/6J)**
No. of mice	10	9	265
Weight gain after 8 weeks (g)	7.0 ± 0.3	17 ± 1.2*	16 ± 0.3*
Hepatic TG (mg/dl/g protein)	246 ± 21	667 ± 103*	492 ± 19*†
Fasting serum insulin (uU/mL)	31 ± 3	125 ± 16*	52 ± 3†
Fasting serum glucose (mg/dL)	270 ± 22	624 ± 36*	356 ± 9*†
QUICKI	0.26 ± 0.03	0.21 ± 0.02*	0.25 ± 0.01

Values are means ± SEM, *p < 0.05 compared to A/J mice, †P < 0.05 compared to C57BL/6J mice.

How the deposited data were processed for this re-analysis (not part of the article)

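Liver RNA of 16 samples, 8 of A/J and 8 of C57BL/6J male mice on the HFHC diet (60% fat in the methods), was measured on Illumina Mouse Ref 8 arrays. The authors summarised the scans in BeadStudio and used lumi with quantile normalization; their versions, the background correction and the transform are not given in the sources used here. The deposited table holds log2 values of 25697 probes in 16 columns, and all 16 were used. Sorted columns differed by at most 0.00086, so total signal per array cannot be compared. The number of arrays limits the precision, and the lowest mean among the kept probes, 8.00, lay at the array median of 8.01, so that dim genes near it were measured close to background.

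Of the probes, 23978 had 1 gene symbol in the probe table, none had several and 1719 had none; 23962 were matched to RefSeq by Entrez ID and 9 by accession, 8 symbols were updated, and 23971 probes were placed on a chromosome of GRCm38. Of the kept probes 776 were unnamed, and of the called probes 48; these enter the probe counts and not the gene counts. A second table encodes the 50-base sequence of each probe, which was used to find partner probes of a gene that share runs of at most 15 bases.

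Differences were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings, 14 residual and 3.11 prior degrees of freedom), with data.table 1.17.8; Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9 were used for annotation and figures. Calls needed an adjusted P of 0.05 or less (Benjamini-Hochberg over 13060 probes) and a fold change of at least 1.5. For 2334 genes with several kept probes, the probe of the highest mean stood for the gene. Exact permutation tests over the 16 samples, two-sided, have a smallest P of 0.0001554. The comparison was tested on simulated data of the same size and spread: of the probes changed 1.3-fold, 70% of 60 passed the adjusted P; of those changed 2-fold, 98.2% of 57 were called; of those changed 3-fold, 98% of 50 were called; and 1 of 12867 unchanged probes was called. In simulated data with 1 moved list, that list was called and none of the unmoved ones among 25. Genes were simulated as independent of each other. The simulation therefore cannot show how often lists of correlated genes are called without a difference. Simulated changes had no floor, whereas real signals end at 7.6, so the shares called need not hold for falls of dim probes.

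Lists of genes, the comparisons, the tests and the alternatives were fixed before the data were examined, except where the closing section says otherwise. The lists were targets of XBP1s and ATF6, PERK-ATF4-CHOP targets, JAK-STAT3 signalling and acute phase proteins, fatty acid and triglyceride synthesis, cholesterol synthesis, PPARalpha targets, lipid droplet and steatosis genes, bile acid synthesis and transport, drug metabolism, male-biased and female-biased liver genes, interferon-induced genes, MHC genes, gluconeogenesis and insulin signalling, clock genes, immediate early genes, known null or truncated alleles, and markers of macrophages, stellate cells, endothelial cells, bile duct cells, lymphocytes, red blood cells, adipocytes, exocrine pancreas and hepatocytes. Lists with at least 3 measured members were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the 25 lists tested. Estimated correlations and fry were alternatives; fry asks whether the genes of a list move in one direction on balance and does not compare the list with other genes.

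The genes named in the text were those of Table 2 and Table 3, others that the paper names, the 10 largest rises and 10 largest falls among called genes whose strains do not overlap, up to 4 called members per list with the largest changes, the 5 largest changes among called genes in each eQTL interval, and the known null alleles. This rule names 112 genes, of which 102 were tested and 96 called; the values of Table 2 and Table 3 had been seen when it was written. *Guk1*, *Fcgr3*, *Srebf1*, *Hsd17b7*, *Derl2*, *Clps*, *Xist*, *Eif2s3y*, *Cyp4a12a* and *Aldh3a2* were named after their values were seen.

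Genes were placed in the intervals of Table 1, taken as the overlap of both traits on chromosomes 1 and 11, and the share of called genes was compared with that of the other placed genes by Fisher's exact test, two-sided, adjusted over 3 intervals and their pool. Alternatives were other filters on dim probes (none, ranking by the highest value, the brighter 8000), median centring, a second quantile normalization, eBayes with trend and robust, array weights, the sample number as a block, fold thresholds of 2 and none, a fold of the means of 2 to the power of the values, the probe with the smallest P per gene, wider intervals, and leaving out each sample. Sample numbers were checked for pairing of the strains and were not taken as pairs. Correlations of *Xbp1* and *Socs3* used exact permutation within a strain and a permutation test over both. Counts were compared with those of 100 seeded splits of the samples into 8 and 8, the real one included. RT-PCR, the F2 cross, consomic mice and BXD lines were not analysed here. The genes of Table 2 that were not tested are not reported here.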

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

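The tests of *Xist*, of *Cyp2b9* by sample number, of the joint variation of pancreas genes and of those genes by sample number were chosen after the results were seen. So were the division of all samples by number and the choice of 5 lists for a count over splits. The values of *Eif2s3y*, *Cidec*, *Lgals1* and the pancreas mean set beside *Cyp2b9* were also picked then. The other tests were not.

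*Cyp2b9* and *Cyp4a12b* split the C57BL/6J samples. *Cyp2b9* was at 11.52, 12.31, 8.55, 8.03, 12.04, 8.13, 10.92 and 7.99 in samples 1 to 8, and *Cyp4a12b* at 10.03, 9.91, 12.62, 12.67, 10.41, 12.78, 11.16 and 12.38. *Xist* ranged over only 0.125, but its probes lay near the array median in all 16 samples, so they are not shown to detect it. Tables argue against samples of only female mice, since the Y-linked *Eif2s3y* was at 10.65 to 11.69 in the C57BL/6J samples. *Eif2s3y* was lower in samples 1 to 4 than in 5 to 8 and did not follow *Cyp2b9*. Tables also argue against pancreas RNA, since outside sample 7 the pancreas mean was 8.04 to 8.46 while *Cyp2b9* ranged over 4.32. The mean of hepatocyte markers ranged over 0.411, but was highest in sample 7, where pancreas genes were highest, so it cannot decide this. A batch by sample number is also argued against, since *Cyp2b9* of samples 1 to 4 and 5 to 8 overlapped by 4.01. A joint shift of sex-biased liver genes remains a candidate explanation: 27 such genes had a mean pairwise correlation of 0.459 over the 8 samples, signs aligned, which none of 1000 random gene sets reached (95th percentile 0.0522). The split was largely shared by genes on neither sex-biased list. *Cidec* was at 8.65 to 8.99 in samples 3, 4 and 8 and at 10.18 to 11.25 in the others. *Lgals1* was at 10.65 to 11.08 and at 11.48 to 12.48. Both were high in sample 6, where *Cyp2b9* was low. A shift confined to sex-biased genes is therefore not shown. What would shift the sex-biased genes, such as growth hormone, handling or age, was not tested.

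Exocrine pancreas genes were high in 3 samples. Pancreatic tissue in these liver samples may be the source: the median pairwise correlation of the 14 genes was at least 0.976 in each strain, and *Clps* reached 14.4 in C57BL/6J sample 7, 13.4 in A/J sample 4 and 12.9 in A/J sample 7. Tables argue against a batch by sample number, since the highest of samples 1 to 4 exceeded the lowest of samples 5 to 8 by up to 2.48, and against strain as the whole cause, since the means ranged from 8.22 to 10.70 within A/J and from 8.04 to 12.56 within C57BL/6J. A smaller strain difference stays open: with all samples the exact permutation P was 0.740 and the camera adjusted P 0.859, and without C57BL/6J sample 7, a setting chosen after seeing the data, the list passed as higher in A/J at camera's preset correlation of 0.01 (adjusted P = 0.0312), whereas its estimated correlation with all samples was 0.941 (adjusted P = 0.939). *Cela1*, the only gene of this list that was called, was higher in A/J by 1.25, and was at 13.34 in C57BL/6J sample 7 against 10.19 to 11.56 in the others; the list mean there was 12.56 against 8.04 to 8.46.

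More probes were called lower than higher in A/J (60.8%). Sequence differences under probes, which could lower A/J signals, cannot be told apart from expression. A second probe of the gene moved the same way by at least 1.2-fold for 51 of 88 lower genes (58.0%) and 36 of 55 higher genes (65.5%, one-sided Fisher's exact test, P = 0.237). The remaining second probes include some that moved the same way by less than 1.2-fold. Normalization between arrays also stays open, since the median difference of kept probes, 0.0137, is held near 0 by quantile normalization. The strain difference itself, as a biological cause, was not tested.

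Over 100 splits of the samples, chance is an unlikely source of the count of called probes (1 split as large, the real one: 635, highest other 345). The same holds for the count of called genes (1 split, 479 and 254). With 100 splits, a share below 1 in 100 cannot be shown. The count of called genes in the eQTL intervals (1 split, 22 and 11) follows the count over all genes, so it does not bear on the intervals themselves. The genes of Table 2 were chosen by the study for a strain difference, so their count (1; 25 and 13) does not bear on chance. Nor do the counts of members called in one direction for 5 of the 25 lists, which were picked after their calls were seen: cholesterol synthesis (1; 8 and 2), fatty acid synthesis (1; 8 and 1), lipid droplets (1; 8 and 4), XBP1s and ATF6 targets (1; 6 and 4) and interferon-induced genes (2; 6 and 6). Chance cannot be excluded for the number of lists called: 22 splits gave at least the real 8, with 15 as the highest other. Dividing the samples by number, 5 to 8 against 1 to 4 with the strains pooled, called 210 probes, a structure of the samples apart from strain.

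Lists that the paper did not analyse passed at camera's preset correlation, at adjusted P values of 1.30e-06 (cholesterol synthesis), 5.77e-05 (fatty acid synthesis), 0.000173 (lipid droplets), 0.000606 (interferon-induced genes), 0.000606 (XBP1s and ATF6 targets), 0.0397 (PERK-ATF4-CHOP targets), 0.0397 (male-biased genes) and 0.0435 (macrophage markers). None of the 8 passed with an estimated correlation (adjusted P from 0.315 to 0.733), so a strain difference of these lists as a whole is not shown. In the intervals shared by both traits, 3 called genes are not in Table 2: *9130409I23Rik* (1.52), *Guk1* (-0.60) and *Dhrs7b* (-1.30); the wider *Xbp1s* interval on chromosome 1 adds *Fcgr3* (0.79).

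Single samples stood apart from the other 7 of their strain in 15 of 254 groups examined, where chance gives 12.7 (1 in 20), and 3 of the 15 were in C57BL/6J sample 7. Beside *Cela1* and the pancreas list, these were *Dhrs7b* in A/J sample 7 (10.20, others 10.37 to 10.53), *Hao2* in A/J sample 8 (9.84, others 8.20 to 8.83), *Orm2* in C57BL/6J sample 1 (11.74, others 12.49 to 13.02), *Pex19* in A/J sample 4 (11.72, others 11.99 to 12.16), *Rgs4* in A/J sample 4 (9.08, others 8.75 to 8.85), *Socs3* in A/J sample 1 (8.41, others 8.79 to 9.07), *Sqle* in C57BL/6J sample 5 (10.34, others 11.19 to 11.70), *Srp9* in C57BL/6J sample 8 (12.11, others 11.84 to 11.93) and *Zfp39* in C57BL/6J sample 4 (9.18, others 8.79 to 8.97). Among list means they were bile duct markers in A/J sample 7 (8.52, others 8.63 to 8.69), lipid droplet genes in A/J sample 2 (10.26, others 10.05 to 10.14), macrophage markers in C57BL/6J sample 7 (9.87, others 10.05 to 10.18) and PPARalpha targets in A/J sample 8 (12.15, others 11.86 to 12.00).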

How the results depend on the processing

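The pancreas covariate, the factor for sample numbers 1 to 4 against 5 to 8, the fit without C57BL/6J sample 7, the correlation without subtracting strain means and the intervals of the CCl4 paragraph were chosen after seeing the data. Called probes numbered 575 to 660 and called genes 437 to 502 under all settings except the fold thresholds, and at least 434 of the 479 genes were called again in each of these. Leaving out each sample in turn gave 616 to 651 probes, and without C57BL/6J sample 7 there were 630 probes and 476 genes, 457 of them shared. At a 2-fold threshold 242 probes, 172 genes, 6 genes of Table 2 and 3, 2 and 1 genes in the chromosome 1, 11 and 12 intervals were called; with no fold threshold 3459 probes, 2542 genes and 21, 43 and 15 interval genes, which the thresholds themselves bring about. The union of both traits' intervals and the intervals of the CCl4 paragraph each held 14 called genes on chromosome 1, and with the union the pooled odds ratio was 1.50 (P = 0.0561 from Fisher's exact test). The number of lists called was 5 with the replicate block, in place of 8, and 0 with an estimated correlation; the cause was not tested. Same-numbered samples correlated at -0.015 to 0.54, above 0.1 in 6 of 8 pairs, and the numbers were the best partner for 3 A/J and 2 C57BL/6J samples; since not every pair was above 0.1 and no source used here pairs the numbers, they were not taken as pairs.

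Lists whose direction turned were bile acid synthesis (adjusted P = 0.916 with the brighter 8000 probes, 1.00 with array weights, 0.963 with the smallest-P probe), clock genes (0.916 with the brighter 8000), exocrine pancreas (0.0960 with its own mean as a covariate) and, with fry, JAK-STAT3 (0.842), PPARalpha (0.783), drug metabolism (0.819) and MHC genes (0.0327); the cause was not tested. Macrophage markers missed the threshold with the brighter 8000 (0.0845), the smallest-P probe (0.0528) and the block (0.0524), male-biased genes with the block (0.0524) and fry (0.0568), and PERK-ATF4-CHOP targets with the block (0.0524). Beside the MHC genes, lists that passed only under an alternative were stellate cell genes (0.00593 with no filter on dim probes, 0.0416 with probes ranked by the highest value), female-biased genes (0.0255, 0.0416 and, with the smallest-P probe, 0.0454; 0.0100 with fry), red blood cell genes (2.64e-05) and adipocyte markers (0.0228) with fry, and exocrine pancreas genes without C57BL/6J sample 7 (0.0312); with an estimated correlation these lists and the MHC genes were at 0.556 to 0.939. Among the named genes still tested under a setting no direction turned, and 36 lost their call, all at 2-fold. With the brighter 8000 probes the chromosome 12 interval held 3 called genes in place of 4, so a named gene there was no longer called. The chromosome 11 count was 9 in place of 10 with the brighter 8000 probes and with the pancreas covariate. *Gapdh*, *Gckr* and *Lyplal1* were called with no fold threshold, and *Mgst3* with array weights (0.0361) and the replicate block (0.0487). Signals near the array median of 8.01 limit the folds of dim genes.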

Differences from the paper's values

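The array values below are set beside RT-PCR values of the paper, which come from another assay and, for *Xbp1s*, from the spliced transcript. The paper gives *Xbp1s* in C57BL/6J mice as 0.4 ± 0.2 (SEM) with A/J at 1.0; the array ratio of *Xbp1*, C57BL/6J over A/J, was 1.15 (95% interval 0.998 to 1.33), more than 1 SEM away, and it differs under every alternative set before the data were examined. Its probe shares at most 6 bases in a row with a primer and need not tell the spliced from the unspliced transcript. For *Socs3* the paper gives 0.6 ± 0.2 (SEM) and the array 0.940, more than 1 SEM away under every such alternative, but the 95% interval of the array ratio, 0.791 to 1.12, reaches to within 1 SEM of the paper's value, so a difference is not shown. For the correlation of *Xbp1s* and *Socs3*, the paper's Table S1 gives 0.75; the array gave 0.49 over both strains with strain means subtracted (permutation P = 0.0518; 95% interval -0.03 to 0.80, which includes 0.75), and 0.41 without the 2 samples farthest from the median, more than 1 standard error away in both cases. Table S1 names mice of both strains and no subtraction of means; with strain means not subtracted, a setting chosen after seeing the values, the array gave 0.34 (permutation P = 0.191; rho = 0.312, P = 0.239; 95% interval -0.18 to 0.72, and 0.0334 without the 2 farthest samples).

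An average of Table 2 is counted as different from that here where the gap is over 1.5-fold and over the pooled SD of the strains. By this limit 3 genes differ: the paper's 13.12 against 12.34 for *Apcs*, 9.61 against 11.57 for *Srp9* and 9.05 against 9.98 for *Susd4*. Smaller gaps, such as 8.53 against 9.07 for *Fcer1g*, are not counted. With the probe of the smallest P, an alternative set before the data were examined, *Srp9* no longer differs; median centring and a second quantile normalization leave all 3 different, and *Apcs* and *Susd4* differ under each of these alternatives. With the smallest-P probe *Mgst3* also passes this limit, at the paper's 11.02 against 10.3, and otherwise its gap is below it, at 11.02 against 10.7. The paper's average lay nearer to the A/J mean for 19 of 26 genes, and the paper's P was smaller than the P here for 24 of 26. Counts of called genes at the paper's thresholds were 8, 10 and 4 in the chromosome 1, 11 and 12 intervals, against the paper's 8, 9 and 5. Of the genes called here, 7, 8 and 4 are in Table 2, so the equal count on chromosome 1 does not stand for the same genes. Table 2 lists *Dhrs1* under chromosome 11, and the annotation used here places it on chromosome 14; it lists *Mgst3* as differentially expressed, where the adjusted P here was 0.0792 (0.0361 with array weights, 0.0487 with the replicate block, 0.0655 with the smallest-P probe after correction for its number of probes, and 0.0416 for its second probe taken alone). The paper states that *Gapdh*, the RT-PCR control, did not change; on the array it was lower in A/J by -0.22 (adjusted P = 0.000256, 1.16-fold), below the 1.5-fold threshold.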

Other observations

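Genes of drug metabolism and of sex-biased expression changed in both directions. Of 47 drug metabolism and glutathione genes 6 rose and 7 fell in A/J (7 and 8 when adjusted over the list alone), with *Cyp2c29* at -2.60, *Cyp3a13* at -1.30 and *Gsta1* at -1.15 among the falls (camera adjusted P = 0.222). Of 20 male-biased liver genes 5 fell, among them *Selenbp2* at -1.79, *C6* at -1.20 and *Nat8* at -1.13, and 1, *Susd4*, rose (camera adjusted P = 0.0397, but 0.0568 with fry and 0.733 with an estimated correlation; equal counts when adjusted over the list alone). Of 11 female-biased genes 3 rose, including *Hao2* at 0.67, and *Cyp17a1* fell by 1.34 (camera adjusted P = 0.0867, from 0.0100 to 0.0454 under 4 alternatives, and 0.733 with an estimated correlation). When adjusted over the list alone, 4 rose. A/J sample 8 stood apart in *Hao2*, at 9.84 against 8.20 to 8.83 in the other A/J samples. Of 31 interferon-induced genes 6 fell, among them the immunoproteasome subunit *Psmb9* at -2.31, *Lgals3bp* at -1.07 and *Ifit3* at -0.91, and *Igtp* rose (adjusted P = 0.000606, and adjusted P = 0.556 with an estimated correlation; equal counts when adjusted over the list alone). Of 16 MHC genes 3 rose, among them *H2-Ea* at 1.73, and 3 fell, among them *H2-Aa* at -2.55 (camera adjusted P = 0.765, with the list lower on balance, 0.0327 with fry, with it higher, and 0.939 with an estimated correlation; equal counts over the list alone); C57BL/6J mice carry a known null allele of *H2-Ea*. The list of known null alleles had 2 measured members, *Hc*, lower, and *H2-Ea*, higher, and was not tested.

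Of 27 genes of JAK-STAT3 signalling and acute phase proteins 5 rose and 2 fell: beside *Apcs*, *Mt2* rose by 0.86, and *Il6st*, the gp130 subunit of the IL-6 receptor, fell by 1.98 and *Orm2* by 1.32 (adjusted P = 0.859). Of 20 macrophage markers *Timd4* rose and *Fcer1g* and *C1qb*, at -0.60, fell (adjusted P = 0.0435, but 0.0845 with the brighter 8000 probes, 0.0528 with the smallest-P probe and 0.733 with an estimated correlation). Of 27 PPARalpha targets *Cyp4a31* rose by 1.59 and *Ppargc1a* by 0.77, and *Pex11a* fell by 0.63 (adjusted P = 0.859); of 20 bile acid genes *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, rose by 1.10 and *Abcg8* by 0.70 (adjusted P = 0.935). Of 17 genes of gluconeogenesis and insulin signalling *Igfbp2* rose by 0.88 and *Ppp1r3c* by 0.60, and *Ppp1r3b* fell by 0.77 (adjusted P = 0.857). Of 17 endothelial markers *Stab2* rose by 0.94 and *Lyve1* fell by 0.84 (adjusted P = 0.765), of 19 hepatocyte markers *Hal* fell by 0.86 (adjusted P = 0.765), of 4 red blood cell genes *Hbb-b2* rose by 2.29 (adjusted P = 0.0887, 2.64e-05 with fry and 0.556 with an estimated correlation), and of 3 adipocyte markers *Cidea* fell by 0.91 (adjusted P = 0.174, 0.0228 with fry and 0.708 with an estimated correlation; 2 fell when adjusted over the list alone). No member was called, over all genes or adjusted over the list alone, of 20 stellate cell genes (adjusted P = 0.102, but 0.00593 with no filter on dim probes and 0.0416 with probes ranked by the highest value, and 0.733 with an estimated correlation), 10 immediate early genes (0.274), 14 clock genes (0.765), 5 bile duct markers (0.859) and 9 lymphocyte markers (0.859), and 1 of 14 exocrine pancreas genes was (0.859, but 0.0312 without C57BL/6J sample 7, and 0.939 with an estimated correlation). For the other lists named here the counts over the list alone were equal. The lower strain mean of *H2-Ea* (7.85), *Hao2* (7.90), *Cidea* (8.00), *Il6st* (8.02), *H2-Aa* (8.04) and *Hbb-b2* (8.16) lay near the array median, which limits their differences. *Hbb-b2* had no second kept probe, so a sequence difference under its probe cannot be told apart from a difference in expression. Dimmer probes of *Cyp3a13* (-0.49) and *Ifit3* (-0.34 and -0.36) were not called. Median, mean and test differed in sign for the bile duct, hepatocyte, MHC, PPARalpha and bile acid lists.

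*Xbp1* was at 13.37 ± 0.0965 (SD, n = 8) in A/J and 13.58 ± 0.286 (SD, n = 8) in C57BL/6J, a log2 difference of -0.21 (95% interval -0.42 to 0.00278, exact permutation P = 0.0702, adjusted P = 0.143), with all 8 A/J samples below the C57BL/6J mean. *Socs3* differed by 0.09 (95% interval -0.16 to 0.34, exact permutation P = 0.489, adjusted P = 0.646). Across samples the 2 genes had r = 0.411 in A/J (exact permutation P = 0.322; rho = 0.0952, P = 0.840; r = 0.622 without the 2 farthest samples), r = 0.544 in C57BL/6J (exact permutation P = 0.163; rho = 0.524, P = 0.197; r = 0.417 without the 2 farthest) and r = 0.491 over both with strain means subtracted (permutation P = 0.0518; rho = 0.409, P = 0.116; r = 0.406 without the 2 farthest). None of these 3 relations passed (adjusted P from 0.155 to 0.322 for r and 0.295 to 0.840 for rho).

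*Tm6sf2*, which the paper discusses as a human NAFLD locus, was higher in A/J by 0.94 (1.91-fold, adjusted P = 2.57e-05), and *Gckr* and *Lyplal1* differed by 0.31 (adjusted P = 0.00580) and 0.38 (adjusted P = 0.0134), under the fold threshold. By chromosome, 1 of 263 tested genes of the X chromosome was called (0.380%, against 5.44% elsewhere; adjusted P = 0.000325 from Fisher's exact test), 46 of 553 on chromosome 4 (8.32%, adjusted P = 0.0221) and 12 of 459 on chromosome 10 (2.61%, adjusted P = 0.0470). *Aldh3a2*, a PPARalpha target in the chromosome 11 interval, differed by -0.37 (adjusted P = 0.00984) and was not called.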
